# The Defects of Epigenetic Reprogramming in Dox-Dependent Porcine-iPSCs

**DOI:** 10.3390/ijms231911941

**Published:** 2022-10-08

**Authors:** Aiwen Jiang, Yangyang Ma, Xue Zhang, Qianqian Pan, Pengfei Luo, Hongyun Guo, Wangjun Wu, Juan Li, Tong Yu, Honglin Liu

**Keywords:** porcine-iPSCs, epigenetic modification, ATAC-seq, DNA methylation, differential allelic expression gene

## Abstract

Porcine-induced pluripotent stem cells (piPSCs) are of great significance to animal breeding and human medicine; however, an important problem is that the maintenance of piPSCs mainly depends on exogenous expression of pluripotent transcription factors (TFs), and germline transmission-competent piPSCs have not yet been successfully established. In this study, we explore the defect of epigenetic reprogramming during piPSCs formation, including chromatin accessibility, DNA methylation, and imprinted gene expression, with high-throughput sequencing (ATAC-seq, WGBS, RNA-seq, and Re-seq) methods. We found the somatic features were successfully silenced by connecting closed chromatin loci with downregulated genes, while DNA methylation has limited effects on somatic silence. However, the incomplete chromatin remodeling and DNA demethylation in pluripotency genes hinder pluripotent activation, resulting in the low expression of endogenous pluripotency genes. In addition, the expression of potential imprinted genes was abnormal, and many allelic-biased expressed genes in porcine embryonic fibroblasts (PEFs) were erased, accompanied by establishment of new allelic-biased expressed genes in piPSCs. This study reveals the aberrant epigenetic reprogramming during dox-dependent piPSCs formation, which lays the foundation for research of porcine-iPSC reprogramming and genome imprinting.

## 1. Introduction

Waddington’s epigenetic landscape describes the formation of cell fate as a ball rolling down a hill, and it has different developmental choices at different times [1,2]. Therefore, embryonic stem cells (ESCs) derived from pre-implantation embryos can differentiate to all cell lineages during the developmental process [3,4]. In 2006, Yamanaka et al. found that terminally differentiated mouse embryonic fibroblasts (MEFs) could gain pluripotency after being reprogrammed by four transcription factors (TFs)-Oct4, Sox2, Klf4, and c-Myc (OSKM), and these cells were named to be induced pluripotent stem cells (iPSCs) [5]. The successful induction of iPSCs illustrates that the fate of cells can be reversed directly, and this process was divided into the initial, middle, and maturation phases [6,7,8]. Recently, many studies have explored the mechanisms involved in OSKM complete somatic reprogramming, and researchers have found epigenetic modification is involved in this process [9]. OSKM closes somatic loci and opens the pluripotent loci by interacting with chromatin [10], and stage-specific TFs play vital roles in this process [11]. Moreover, it is well documented that DNA methylation is a major barrier for mouse iPSC formation, and 5-azacytidine, the demethylation agent, can significantly promote iPSC generation [12].

Pigs are important economic animals, and porcine-iPSCs (piPSCs) are crucial for the development of agricultural production and human medicine [13,14]. A doxycycline (dox)-inducible system has been used to generate piPSCs; however, the low expression of endogenous pluripotent genes limits the application of piPSCs. In addition, the maintenance of piPSCs must rely on exogenous pluripotent TFs [15]. Recently, Gao et al. established porcine expanded potential stem cells (pEPSCs), which have good developmental potential in vitro [16]; however, germline chimeras from piPSCs or pEPSCs have not yet been produced. Considering the important role of epigenetic reprogramming in iPSC formation, studying the defect of epigenetic modification in dox-dependent piPSCs is necessary for producing exogenous TF-independent and germline transmission-competent piPSCs. 

Maternal and paternal genomes work unequally [17,18], and some genes are manifested through parent-of-origin-dependent differential expression or allelic-specific expression, known as “imprinted genes” [19,20]. For the past few years, next-generation RNA sequencing technology has been applied to identify imprinted genes [20,21,22,23]. At present, ~150 imprinted genes have been identified and validated in humans and mice successfully [24]. Normal genomic imprinting is necessary for the formation of primordial germ cells (PGCs) and early embryogenesis; genomic imprinting is relatively stable in somatic cells but sensitive to the reprogramming process, and it is frequently lost in human iPSCs [25,26,27]. The abnormal expression of imprinted genes may be why piPSCs cannot form germline chimeras. To date, imprinted genes in pigs are less researched, and how imprinted genes change after piPSC formation is unclear. 

In this study, we aimed to explore how chromatin accessibility and DNA methylation change after reprogramming, as well as how chromatin accessibility and DNA methylation regulate gene expression during piPSC formation through high-throughput sequencing (ATAC-seq, WGBS, and RNA-seq) approaches. In addition, we investigated parent-of-origin-dependent differentially expressed genes and parent-of-origin-dependent differentially open chromatin in PEF and piPSCs to research how the potential imprinted genes change after PEF reprogramming and whether allelic-specific open chromatin is related to the expression bias of imprinted genes. This study will provide a theoretical basis for the porcine reprogramming mechanism by connecting epigenetic modification with gene expression and will also supplement the information on porcine imprinted genes.

## 2. Results

### 2.1. Generation of piPSCs Genetically Matched with PEF

Three PEF cell lines (PEF5, PEF7, PEF8) isolated from E90 porcine embryos were induced to pluripotency by transduction of doxycycline (dox)-dependent OSKM transcription factors (Figure 1A). In order to exclude the influence of sex on transcriptional variation, three PEF cell lines used in this study were male; when the packaging efficiency of FUW-mCherry was more than 90% (Figure S1A), and the infecting efficiency of FUW-mCherry was more than 80% (Figure S1B), the PEF cells infected with exogenous pluripotent factors were used for reprogramming. 

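RNA of each PEF line and of the piPSC line made from it was sequenced as 1 library per line, so no line has replicates. The values of each library are whole multiples of 1 fragment per gene, which let the fragments behind each gene be recovered. DDX3Y (ENSSSCG00000026430, chromosome Y of Sscrofa11.1 from 9153466 to 9171279) had 3439 fragments in PEF8 and 4207 in piPSC8. It had 0 in PEF5, PEF7, piPSC5 and piPSC7. At the level of line 8, 4050 fragments were expected in PEF5, 3795 in PEF7, 5750 in piPSC5 and 4544 in piPSC7. A count of 0 allows up to 3 fragments, which limits the share of cells with the level of line 8 to 0.0741% in PEF5, 0.0791% in PEF7, 0.0522% in piPSC5 and 0.066% in piPSC7. Such limits cover the counting error only. EIF1AY (ENSSSCG00000037509) had 551 fragments in PEF8 and 456 in piPSC8, KDM5D (ENSSSCG00000032354) had 123 and 110, and UTY (ENSSSCG00000025253) had 77 and 142. In the libraries of lines 5 and 7, these genes had 0 fragments, apart from 1 fragment of UTY in piPSC5. The table also lists a 68-bp feature named XIST_intron (ENSSSCG00000033718, chromosome X from 59278318 to 59278385), which was singled out after its values were seen. It had 263 fragments in PEF5, 192 in PEF7, 441 in piPSC5 and 240 in piPSC7, and 0 in PEF8 and piPSC8.

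**Figure D1:**
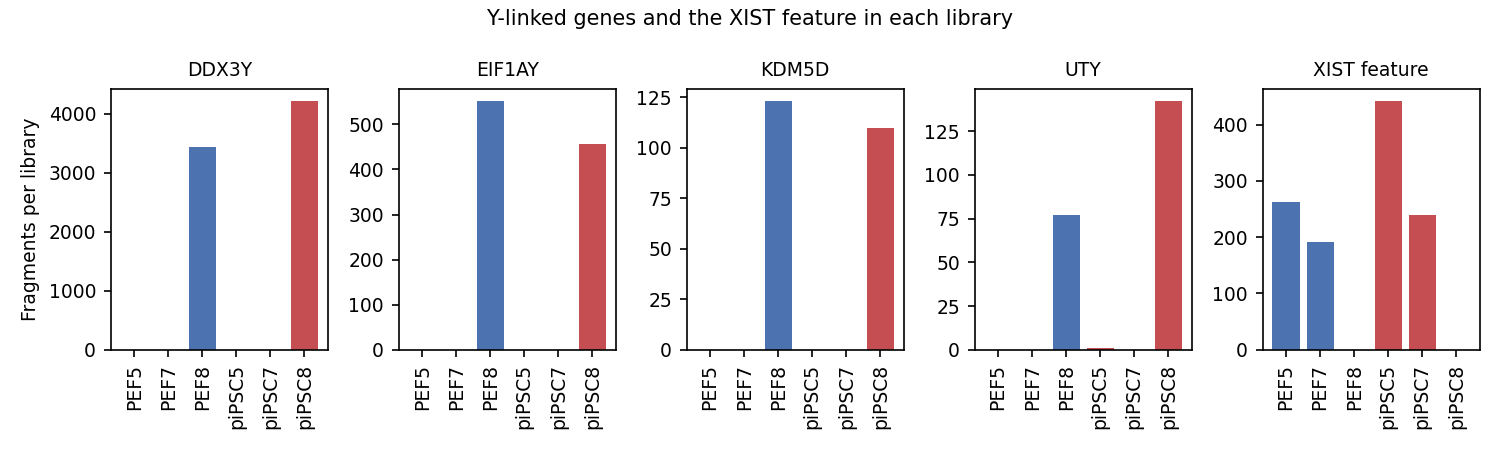
Fragments per library (bars, linear axis from 0) of the Y-linked genes DDX3Y, EIF1AY, KDM5D and UTY and of the XIST feature, with 1 panel per gene. The Y-linked bars stand in PEF8 and piPSC8, where DDX3Y had 3439 and 4207 fragments, and the XIST bars in the libraries of lines 5 and 7.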

After seven to nine days of induction, colonies were isolated and expanded (Figure S1C). The result of alkaline phosphatase (AP) staining (Figure 1B) and immunofluorescence assay for Oct4 (Figure 1C) was positive. Following this, RNA-seq was applied to detect global gene expression between six cell lines in this study, as well as two piPSCs (piPSC-A1, piPSC-D1) reported in a previous study [28]. 

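Of the 8 RNA-seq libraries of the paper, the 3 PEF and 3 piPSC libraries were used, and piPSC-A1 and piPSC-D1 were not analysed here. The fibroblasts came from ear tips of embryos of embryonic day 90 that shared the same 2 parents, and piPSC5, piPSC7 and piPSC8 were made from PEF5, PEF7 and PEF8. The piPSC colonies grew on mouse feeder cells. Poly-A RNA was read from both ends over 150 bp, and the authors deposited FPKM values of 18007 genes, 17010 of them protein-coding. The totals by which the FPKM values were divided follow from the smallest steps of short genes. They were 17836510 fragments in PEF5, 16713472 in PEF7 and 15146576 in PEF8, and 15050204 in piPSC5, 11892011 in piPSC7 and 11010629 in piPSC8. The genes of the table hold between 98.9% and 99.3% of these totals, so fragments on genes outside it are few. FPKM values sum to between 337074 and 348943 in the PEF libraries and between 420498 and 437853 in the piPSC libraries, so a scaling to equal sums changes the balance of higher and lower genes. The 10 most abundant genes took between 8.92% and 12.0% of the fragments. Genes at 0 numbered 2854 in PEF5, 3273 in PEF7 and 2411 in PEF8, against 2763 in piPSC5, 2714 in piPSC7 and 3902 in piPSC8. Genes are listed by Ensembl identifiers on Sscrofa11.1. Values were taken as log2(FPKM + 1), and the PEF and piPSC groups were compared with limma over the 12428 genes with a mean FPKM of at least 0.5. Means are given with the SD over the 3 lines of a group.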

The results showed that all piPSCs were clustered together and were distinct from PEF cells (Figure 1D). 

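Pearson correlations of log2(FPKM + 1) were computed across genes for all 15 pairs of libraries. Genes are not independent replicates, so no p-value is attached to them. The correlation was between 0.951 and 0.977 among the PEF libraries and between 0.925 and 0.962 among the piPSC libraries. Between a PEF and a piPSC library it was between 0.747, for PEF8 and piPSC8, and 0.828, for PEF5 and piPSC5. The lowest correlation within a group was thus 0.0972 above the highest between groups. The gap was widest, at 0.181, when genes with a mean FPKM under 0.5 were left out, and narrowest, at 0.05, for FPKM without a log.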

The mRNA level of PEF-specific genes, e.g., *Fosl1*, *Runx1*, *Bgn*, *Thy1*, *Col1a2,* and *Fbn1*, was significantly downregulated after reprogramming. For endogenous pluripotency genes, *Sox2* and *Lin28b* were at relatively high level; however, the mRNA expression of *Oct4*, *Nanog*, *Sall4*, and *Esrrb* was at a low level after reprogramming (Figure 1E). After dox removal, the expression of PEF-specific genes was upregulated (Figure 1E) and all endogenous pluripotency genes were rapidly downregulated (Figure 1F). All results indicated that our three piPSCs were dox-dependent and they exhibited incomplete reprogramming features. 

Following this, to identify differentially expressed genes (DEGs) that could distinguish PEFs and piPSCs, we compared the transcriptional profiles of three piPSCs with their genetically matched PEF cells (PEF5 vs. piPSC5; PEF7 vs. piPSC7; PEF8 vs. piPSC8). 

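Each piPSC line was set against the PEF line it was made from, and genes were counted whose ratio of (FPKM + 1) was at least 2-fold. The paper's text does not name the fold threshold of its DEGs. With 1 library against 1, these counts have no replicate check and no p-value. In piPSC5, 2794 genes were higher and 2345 lower than in PEF5. The numbers were 3221 and 2162 for piPSC7 against PEF7, and 3043 and 3076 for piPSC8 against PEF8. As a ratio, the fold threshold moved these counts most. At 4-fold, 584 genes were higher and 1067 lower in the comparison of line 5, 889 and 974 in that of line 7, and 993 and 1489 in that of line 8. The log2 ratios of the 3 comparisons correlated across genes with r = 0.863 for lines 5 and 7, 0.82 for lines 5 and 8 and 0.763 for lines 7 and 8.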

The results showed that there were 3426 downregulated genes and 4016 upregulated genes in PEF5 vs. piPSC5 group (Table S1-1); for piPSC7, there were 3070 downregulated genes and 4531 upregulated genes compared with PEF7 (Table S1-2); for piPSC8, there were 4586 downregulated genes and 3844 upregulated genes compared with PEF8 (Table S1-3). There were 4372 genes which overlapped between three groups (Figure 1G and Table S1-4), including 2165 downregulated genes and 2207 upregulated genes (Figure 1H). 

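In all 3 comparisons, 1588 genes were at least 2-fold higher and 1479 at least 2-fold lower in piPSCs. Over all 18007 genes of the table, the product of the shares of the 3 comparisons gives 84.5 and 48.1 such genes by chance. The shared genes all have a mean FPKM of at least 0.5, so counting the weaker genes makes these 2 numbers low. Among the genes changed in all 3 comparisons, the share of higher genes was 51.8%. It fell to 36.4% with each library rescaled to the median ratio over genes and to 35.9% with rescaling to a sum of 1000000. In the test with replicates, limma called 4575 of the 12428 genes at an adjusted p under 0.05 and at least a 2-fold change, 2505 of them higher and 2070 lower in piPSCs. Rescaling to the median ratio gave 1879 higher and 2511 lower genes, and rescaling to equal sums 1986 and 2815. The median log2 fold change of all tested genes was 0.20 as deposited, -0.01 after rescaling to the median ratio and -0.06 after rescaling to equal sums. The total moved most with a pseudocount of 0.1, which gave 5233 genes. Without piPSC5 it was 4053, the lowest of the 6 fits that each left out 1 library. Of the 3067 genes changed in all 3 comparisons, 3035 were also called by limma.

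Among genes with a symbol that limma called and that changed at least 2-fold the same way in each line, the largest increases were those of a 68-bp feature of H19 (listed as H19_2), CP, TPD52L1, GPM6A and SATB1. The H19 feature (ENSSSCG00000033344, chromosome 2 from 1384046 to 1384113) had 0, 0 and 1 fragments in PEFs against 113, 171 and 735 in piPSCs, at least 162-fold higher (60.2-fold without piPSC8). GPM6A (ENSSSCG00000023328, chromosome 15 from 38258493 to 38410040) had 0, 0 and 2 fragments against 2303, 2579 and 2622, at least 1114-fold higher (limma adjusted p = 7.71e-05). CP (ENSSSCG00000011700, chromosome 13 from 89396807 to 89463547) rose by a log2 fold change of 6.35 (SE 0.31, limma adjusted p = 0.000115), from 0.154 ± 0.0861 to 98.4 ± 39.1 FPKM (SD, n = 3). The log2 fold change was 6.04 for TPD52L1 and 5.15 for SATB1. The largest decreases were those of CXCL8, AMCF-II, CCL2, IL11 and IL1A. CXCL8 (ENSSSCG00000008953, chromosome 8 from 69932644 to 69935861) had 2158 ± 979 FPKM in PEFs and 0.497 ± 0.618 in piPSCs (SD, n = 3), a log2 fold change of -10.48 (SE 0.39, limma adjusted p = 7.71e-05). AMCF-II, in the same cluster of chemokine genes, had -10.09, and how fragments shared by similar genes were counted is not stated. CCL2 had -9.41 and IL11 -9.37. IL1A (ENSSSCG00000008090, chromosome 3 from 43718427 to 43731120) had 16385, 20693 and 18097 fragments in PEFs and 2, 1 and 0 in piPSCs, at least 4629-fold lower (limma adjusted p = 5.31e-06).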

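Across the 3067 genes changed at least 2-fold the same way in every comparison of a piPSC line with its PEF line, the correlation of log2(FPKM + 1) was between 0.934 and 0.96 among the PEF libraries and between 0.935 and 0.962 among the piPSC libraries. Between the groups it was between 0.205 and 0.378. These genes were chosen for their difference between the groups, so the separation follows in part from the choice. To avoid it, genes were chosen on the other lines and read in the line left out. Of the genes higher in the other lines, 98.8% were also higher, by any amount, in the comparison of line 5, 98.2% in that of line 7 and 93.1% in that of line 8. All tested genes gave 57.5%, 58.5% and 52.2%. Of the genes lower in the other lines, 99.3%, 96.2% and 97.2% were also lower, against 42.2%, 40.9% and 47.4% of all tested genes. On genes chosen without line 8, PEF8 correlated with the other PEF libraries at between 0.925 and 0.928, and with the piPSC libraries of lines 5 and 7 at between 0.338 and 0.343. On the same genes, piPSC8 correlated with the other piPSC libraries at between 0.894 and 0.921, and with PEF5 and PEF7 at between 0.33 and 0.38. With lines 5 and 7 left out in turn, correlations between the groups reached 0.416 for PEF5, 0.376 for piPSC5, 0.434 for PEF7 and 0.480 for piPSC7. The lowest within a group were 0.930, 0.943, 0.923 and 0.916 for these libraries.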

Interestingly, all piPSCs could be totally separated from PEFs by these 4372 DEGs (Figure 1I). KEGG analysis of 4372 DEGs showed that “metabolic pathways,” “lysosome,” “cell cycle,” and “DNA replication” were significantly enriched in the top 20 (Figure S2), indicating the processes of cell metabolism and cell cycle were reprogrammed in three dox-inducible piPSCs. 

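KEGG terms were not analysed here, and lists of DNA replication, cell cycle and lysosome genes were tested instead. Of the DNA replication list, 28 of 29 genes were tested, and 27 were higher in piPSCs at an adjusted p under 0.05 in limma, 25 of them at least 2-fold. The list's median log2 fold change was 1.73, and 1.5 and 1.60 under rescaling to the median ratio and to equal sums. In the comparisons of lines 5, 7 and 8 the median was 1.07, 2.08 and 1.96. PEF5 had a median over the list of 3.80 as log2(FPKM + 1), against 2.27 in PEF7 and 2.49 in PEF8. Of the cell cycle list, 28 of 31 genes were tested, 19 of them higher and 4 lower, with a median of 1.37 and of 1.17 and 1.54 under the 2 rescalings. Of the lysosome list, 29 of 30 genes were tested, 24 of them significantly lower, with a median of -2.11 and of -2.37 and -2.44 under the 2 rescalings. Among the 9 lists tested as sets, limma's camera with its preset correlation between genes gave an adjusted p of 2.94e-06 for DNA replication, 0.016 for the cell cycle and 4.03e-11 for lysosome. All 3 calls hold under limma's fry, with adjusted p values of 0.0228, 0.033 and 0.000289. With the line as a replicate block, fry gave 0.0781 for DNA replication and 0.0889 for the cell cycle. With the correlation estimated from the data, camera called none of the 9 lists. The lowest adjusted p was then 0.121, for lysosome, the 1 list with an unadjusted p under 0.05.

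Among single genes, MCM2 had a log2 fold change of 3.52 (limma adjusted p = 0.00668) and PCNA 1.53 (limma adjusted p = 0.0265). For PCNA, 5 of the alternatives gave an adjusted p between 0.0635 and 0.0815. CTSB had -3.14 (limma adjusted p = 0.000369) and PSAP -3.55 (limma adjusted p = 0.000682). These genes were picked from the lists after their values were seen. Of the genes drawn in Fig. S2B, LDHB (2.76), CCNB1 (3.54) and GTSE1 (2.88) were higher in piPSCs by log2 fold change, and ENO1 (-1.16), LDHA (-1.95) and CCND1 (-1.37) lower. Their adjusted p values in limma ran from 0.000217 for LDHB to 0.0431 for CCND1. For CCND1, 6 of the alternatives gave between 0.0656 and 0.116, and without PEF5 its log2 fold change was -0.90. From the KEGG terms of its common genes, the paper concludes that cell metabolism and the cell cycle were reprogrammed in the 3 dox-dependent lines.

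**Figure D2:**
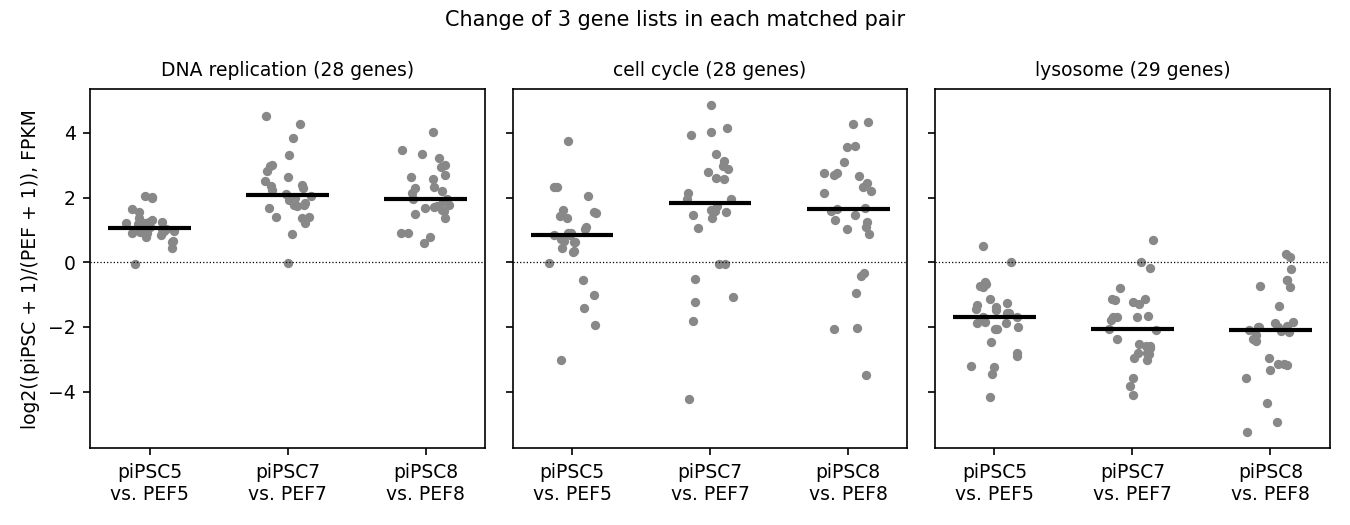
Log2 ratio of (FPKM + 1) in each piPSC line to that in its PEF line, with 1 point per gene of the DNA replication, cell cycle and lysosome lists and bars at the medians. The medians of the DNA replication list lie at 1.07, 2.08 and 1.96 in lines 5, 7 and 8, and those of the lysosome list at -1.68, -2.07 and -2.11.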

Interestingly, the GO analysis showed that chromosome-related terms were enriched in the top 20 of the GO analysis (Figure 1J). 

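Gene ontology terms carried by the table were tested on the genes changed in all 3 comparisons with one-sided Fisher's exact tests. The background was the tested genes with any term of the same kind, and p values were adjusted over the terms with 10 to 2000 background genes. Among 1375 biological processes, 19 had an adjusted p under 0.05, as had 17 of 360 cellular components and 10 of 423 molecular functions. With all annotated genes of the table as background the numbers were 26, 25 and 8, and with limma's called genes 24, 18 and 9. The lowest adjusted p of each kind belonged to extracellular space (216 of 502 genes changed against 125 by chance, 179 of them lower, exact test, adjusted p = 1.90e-17), poly(A) RNA binding (282 of 812, 251 of them higher, exact test, adjusted p = 3.81e-08) and rRNA processing (60 of 119, all higher, exact test, adjusted p = 1.51e-06). Of the chromosome-related terms, condensed chromosome kinetochore ranked 11 among cellular components, with 34 of 77 genes changed, 31 of them higher (exact test, adjusted p = 0.00516). Sister chromatid cohesion ranked 8 among biological processes, with 28 of 56 genes changed, all higher (exact test, adjusted p = 0.0064). The term chromosome ranked 20 among cellular components, with 32 of 84 genes changed, 28 of them higher (exact test, adjusted p = 0.084). Its adjusted p was 0.00362 with all annotated genes as background and 0.0698 with limma's called genes (exact tests). For chromosome, centromeric region, 18 of 44 genes were changed, all higher (exact test, adjusted p = 0.175, and 0.0225 with all annotated genes as background).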

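The 13 genes drawn in Fig. 1K were DNMT1, DNMT3A, DNMT3B, UHRF1, TET1, TET2, TET3, SUV39H1, SUV39H2, SETDB1, EHMT2, HDAC2 and NIFK. Values are means ± SD over n = 3 lines. DNMT1 (ENSSSCG00000013659, chromosome 2 from 68981566 to 69029855) had 6.21 ± 3.40 FPKM in PEFs and 25.8 ± 6.71 in piPSCs, a log2 fold change of 1.96 (SE 0.36, limma adjusted p = 0.00534). SUV39H2 (ENSSSCG00000011048, chromosome 10 from 46874608 to 46900082) had 2.26 ± 0.663 FPKM in PEFs and 8.47 ± 1.45 in piPSCs, a log2 fold change of 1.55 (SE 0.23, limma adjusted p = 0.00235). SETDB1 (ENSSSCG00000006645, chromosome 4 from 98256868 to 98293486) had 1.86 ± 0.235 FPKM in PEFs and 7.33 ± 0.489 in piPSCs, a log2 fold change of 1.54 (SE 0.18, limma adjusted p = 0.00103). HDAC2 (ENSSSCG00000004432, chromosome 1 from 79866670 to 79901587) had 32.6 ± 5.80 FPKM in PEFs and 119 ± 11.2 in piPSCs, a log2 fold change of 1.85 (SE 0.17, limma adjusted p = 0.000517). Higher in piPSCs at an adjusted p under 0.05 were also SUV39H1 (1.64 on the log2 scale), NIFK (1.78), TET3 (1.97), TET2 (1.01) and UHRF1 (2.75), with limma adjusted p values from 0.000478 for NIFK to 0.0226 for UHRF1. UHRF1 had 11.1 FPKM in PEF5 against 0.407 in PEF7 and 1.19 in PEF8, and 4 of the fits that each left out 1 library gave an adjusted p between 0.0501 and 0.0717. The median of the 13 genes was 1.55, and 1.33 and 1.47 under rescaling to the median ratio and to equal sums. Adjusted over the list alone, 9 genes were significant as well. In 9 genes no PEF value overlapped a piPSC value, which 10% of genes without a difference show by chance. Changes were common, as 7325 of the 12428 tested genes had an unadjusted p under 0.05 in limma. The 9 genes were not set against the rate of all genes. The paper drew the 13 genes from the same libraries, so they are not independent evidence. TET1 (0.20), DNMT3A (0.25) and EHMT2 (-0.03) did not differ by more than the error between lines, and leaving out 1 library changed the sign for TET1 (without piPSC8) and for EHMT2 (without PEF5, PEF7 or piPSC8). The log2 fold change of DNMT3A was 0.07 without piPSC5 and 0.52 without piPSC8. DNMT3B (0.77, limma adjusted p = 0.129) reached 1.11 without piPSC8, where its adjusted p was 0.0277, the lowest of a range up to 0.238.

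**Figure D3:**
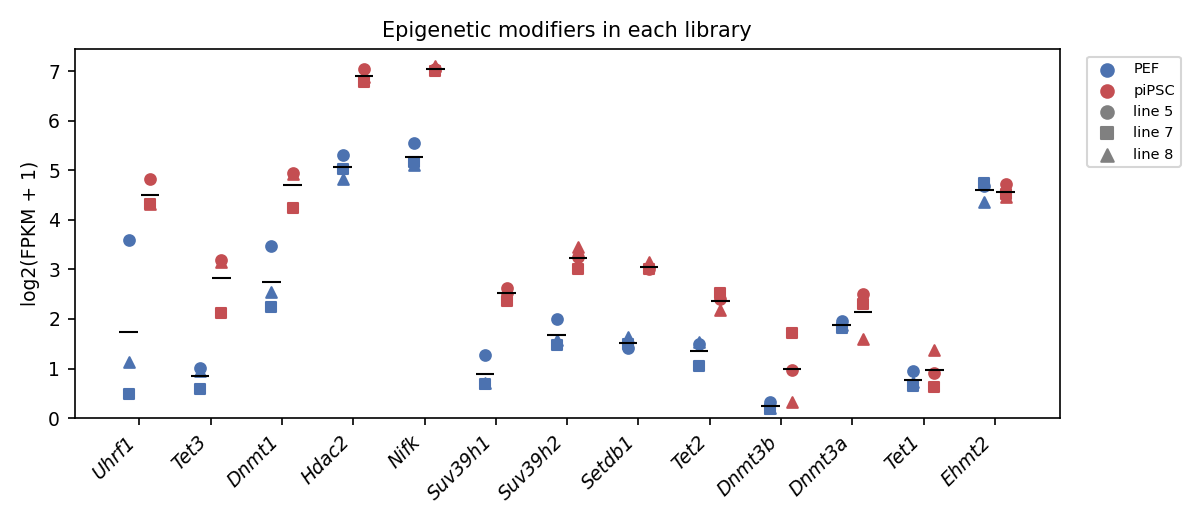
Log2(FPKM + 1) of the 13 genes of Fig. 1K in each library, with circles, squares and triangles for lines 5, 7 and 8 and black lines for group means. DNMT1, SUV39H2, SETDB1 and HDAC2 lie higher in all piPSCs than in all PEFs, and EHMT2 overlaps.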

As shown in Figure 1K, genes associated with epigenetic modification, e.g., *Dnmt1*, *Suv39h2*, *Setdb1,* and *Hdac2*, were significantly changed after reprogramming, suggesting that during cell fate transition, epigenetic modifications (such as DNA methylation and chromatin structure) undergo drastic remodeling, which resulted in the changes in gene expression.

### 2.2. Accessible Chromatin Was Changed after Reprogramming

We then investigated accessible chromatin in PEFs and piPSCs by ATAC-seq. We obtained 71–95 million clean reads, and 28–45 million reads were uniquely mapped to the nuclear genome (*Sscrofa 11.1*) (Table S2). After peak calling, we found three piPSCs were clustered together and distinct from PEFs in ATAC-seq data (Figure 2A), indicating that the open chromatin region was changed after reprogramming. The peaks over the chromosome were significantly decreased in piPSCs compared to PEFs (Figure 2B,C), and we acquired 32,360; 96,959; 73,914; 20,060; 35,812; and 11,415 peaks in PEF5, PEF7, PEF8, piPSC5, piPSC7, and piPSC8, respectively (Figure 2D), which means the number of peaks were dramatically reduced in piPSCs compared to PEFs. A total of 2770 peaks collectively existed in six samples, and we found the chromatin accessibility for the most common peaks had declined after reprogramming (Figure 2E). All results illustrated that global chromatin is tighter after reprogramming. Although the number of peaks significantly decreased after reprogramming, the proportion of peaks located in the promoter and the percentage of peaks near transcription start sites (TSS, 0–1 kb) significantly increased in piPSCs compared to PEFs (Figure 2F,G), suggesting that the peaks open in piPSCs might play important roles in transcriptional regulation. 

We then explored the differential chromatin accessibility between PEFs and piPSCs. In the PEF5 vs. piPSC5 group, 4097 peaks were closed and 747 peaks were open after reprogramming; in the PEF7 vs. piPSC7 group, 19,756 peaks were closed and 4762 peaks were open after reprogramming; in the PEF8 vs. piPSC8 group, 5791 peaks were closed and 219 peaks were open after reprogramming (Figure 2H). We found there were large differences in the number of differential peaks between the three groups, which might be caused by individual differences and the different degree of reprogramming in the three piPSCs. In order to obtain as much open chromatin information as possible, we mixed ATAC-seq libraries of PEF5, PEF7, and PEF8 as the PEF library, and mixed ATAC-seq libraries of piPSC5, piPSC7, and piPSC8 as the piPSC library. Finally, we acquired 16,869 closed peaks and 2615 open peaks in the PEF vs. piPSC group (Figure 2H and Table S3). In general, the number of closed peaks was greater than the number of open peaks after reprogramming, which is consistent with the result that the total number of peaks in PEFs was much more than that in piPSCs (Figure 2D). A motif analysis for PEF-unique peaks showed that the accessible chromatin loci in PEF cells were mainly the DNA motifs for Fos/Jun, Runx, and Tead families, while piPSC-unique peaks were mainly the DNA motifs for the Oct4, Sox2, and E2f families (Figure 2I). Meanwhile, DNA motifs for the Fos/Jun family were significantly closed and DNA motifs for the Oct4/Sox2 family were significantly open after reprogramming (Figure 2J); this is consistent with the fact that somatic features were silenced and pluripotent features were activated during the reprogramming process. Functional analysis of differential peak-related genes showed a strong consistency with DEGs, and most differential peak-related genes were enriched in “cell metabolism,” “cell cycle,” and “lysosome” (Figure 2K,L), which further demonstrates the potential role of chromatin remodeling in regulating gene expression during dox-dependent piPSC formation.

### 2.3. Effect of Accessible Chromatin on Gene Expression

To explore the correlation between global chromatin accessibility and global gene expression, we used a 100-kb window to scan the genome and reads mapped in ATAC-seq and RNA-seq were normalized by read per million (RPM). The results showed that there was low correlation between global chromatin accessibility and global gene expression in PEF cells and in piPSCs (Figure 3A,B and Figure S3). We then co-analyzed 4372 DEGs (Figure 1E) with differential peak-related genes (Figure 2H) to explore whether the change in accessible chromatin is involved in transcriptional regulation during reprogramming. The results showed that 4372 DEGs could separate three PEF cell lines from three piPSCs in ATAC-seq data (Figure 3C). Consistent with this result, PEFs and piPSCs could be correctly clustered in RNA-seq data using differentially open chromatin loci (Figure 3D). These results illustrated that the changes in chromatin accessibility were involved in the regulation of gene expression. After co-analyzing 2165 downregulated genes (Table S1-4) with closed peak-related genes (Table S3-1), we found 1447 downregulated genes (~66.74%) were associated with closed chromatin (Figure 3E), and the majority of closed peaks were involved in the downregulation of gene expression (Figure 3F). Furthermore, marker genes from PEF cell lines, such as *Bgn*, *Runx1*, *Thy1*, and *Fbn1* were identified in this process (Figure 3G), indicating exogenous OSKM silenced somatic features by closing somatic-specific chromatin.

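PEF marker genes were read from the RNA-seq libraries, as means ± SD over n = 3 lines. BGN (ENSSSCG00000012766, chromosome X from 124250338 to 124296636) had 167 ± 86.0 FPKM in PEFs and 1.5 ± 1.67 in piPSCs, a log2 fold change of -6.15 (SE 0.52, limma adjusted p = 0.000414). THY1 (ENSSSCG00000032330, chromosome 9 from 46605260 to 46612266) had 176 ± 92.1 FPKM in PEFs and 2.03 ± 2.15 in piPSCs, a log2 fold change of -5.93 (SE 0.63, limma adjusted p = 0.000787). FBN1 (ENSSSCG00000004658, chromosome 1 from 123101260 to 123359568) had 77.1 ± 24.2 FPKM in PEFs and 9.46 ± 10.4 in piPSCs, a log2 fold change of -3.32 (SE 0.67, limma adjusted p = 0.00733). Its log2 ratios in lines 5, 7 and 8 were -3.76, -4.91 and -1.30. COL1A2 (ENSSSCG00000015326, chromosome 9 from 74174220 to 74210398) fell from 1831 ± 494 to 19.1 ± 22.3 FPKM, a log2 fold change of -7.09 (SE 0.76, limma adjusted p = 0.000788). For RUNX1 (ENSSSCG00000035537, chromosome 13 from 198371837 to 198635596) the log2 fold change was -1.88 (SE 0.47, limma adjusted p = 0.0158), from 15.8 ± 2.70 to 4.20 ± 3.15 FPKM. Its adjusted p was 0.0534 without PEF5 and 0.0506 without PEF7, in a range from 0.00608 to 0.0534. Together with FOSL1, the PEF-specific genes were lower in 6 of 6 cases, with a median log2 fold change of -4.63, and of -4.85 and -5.24 under the rescalings to the median ratio and to equal sums. All 6 were also significant when adjusted over the list alone.

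**Figure D4:**
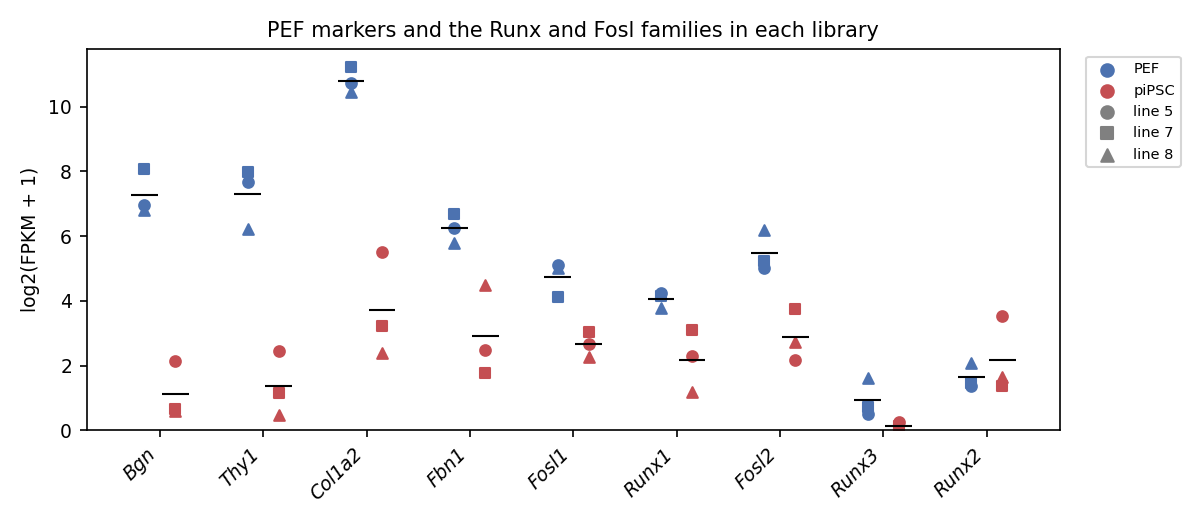
Log2(FPKM + 1) of PEF marker genes and of the Runx and Fosl families in each library, with circles, squares and triangles for lines 5, 7 and 8 and black lines for group means. BGN, THY1, COL1A2, FBN1, FOSL1, RUNX1 and FOSL2 lie lower in all piPSCs than in all PEFs, and RUNX2 overlaps.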

In addition, we focused on the function of TFs whose gene expression and motif accessibility were both downregulated after reprogramming; the result showed that *Runx* and *Fosl* families were enriched in this process (Figure 3H), and the number of AP positive colonies was significantly upregulated after *Fosl1* or *Runx1* shRNA was co-transfected with exogenous OSKM (Figure 3I). 

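Of the Runx and Fosl families, 5 genes were tested. FOSL1 (ENSSSCG00000012967, chromosome 2 from 6430153 to 6439029) fell from 27.1 ± 9.25 to 5.50 ± 1.71 FPKM (SD, n = 3), a log2 fold change of -2.08 (SE 0.33, limma adjusted p = 0.00288). FOSL2 (ENSSSCG00000032527, chromosome 3 from 110819947 to 110842850) fell from 46.5 ± 21.7 to 7.21 ± 4.70 FPKM (SD, n = 3), with a log2 fold change of -2.59 (SE 0.47, limma adjusted p = 0.00492). RUNX3 had -0.82 (SE 0.35, limma adjusted p = 0.0854). With a pseudocount of 0.1 its adjusted p was 0.0443 and with rescaling to equal sums 0.0492, in a range up to 0.154. RUNX2 (ENSSSCG00000001710, chromosome 7 from 40106513 to 40349398) had 2.19 ± 0.924 FPKM in PEFs and 4.79 ± 5.09 in piPSCs (SD, n = 3), a log2 fold change of 0.55 (SE 0.59, limma adjusted p = 0.454). Its log2 ratios in lines 5, 7 and 8 were 2.19, -0.08 and -0.45, and without piPSC5 the log2 fold change was -0.13. With RUNX1, 3 of the 5 genes were significantly lower, also when adjusted over the list alone, which is not independent evidence since the study picked these families by their lower expression in these samples.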

Consistently, the number of AP positive colonies significantly declined after *Fosl1* or *Runx1* over-expression plasmid was co-transfected with exogenous OSKM (Figure 3J). 

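GLIS1 (ENSSSCG00000003846, chromosome 6 from 158674225 to 158762820) was expressed in the PEFs at 24.8 ± 9.40 FPKM and in piPSC5, piPSC7 and piPSC8 at 0.14 ± 0.206 FPKM (SD, n = 3). These values rest on 749, 1260 and 606 fragments in PEF5, PEF7 and PEF8, and on 12, 0 and 1 in the piPSCs. Its log2 fold change was -4.46 (SE 0.30, limma adjusted p = 0.000217), and -3.92, -5.20 and -4.25 in the comparisons of lines 5, 7 and 8.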

Unexpectedly, *Glis1*, a positive factor in mouse iPSC formation [29], was also identified in this process (Figure 3H), and its expression was downregulated not only in our iPSCs (piPSC5, piPSC7, and piPSC8), but also in other iPSCs (piPSC-A1 and piPSC-D1) (Figure 3K). To understand the role of *Glis1* in piPSC formation, we detected the number of AP positive colonies after *Glis1* knock-down or over-expression. The result showed that the number of AP positive colonies was significantly upregulated after *Glis1* over-expression even though knock-down of *Glis1* had no effect (Figure 3L), suggesting the abnormal decrease in *Glis1* may be an obstacle for piPSC formation.

We then analyzed the relationship between upregulated genes (Table S1-4) and open peak-related genes (Table S3-2). Different from the process of somatic silencing, only 265 genes overlapped (Figure 3M). The GO analysis for 265 common genes found that “chromatin organization” and “chromosome organization” were significantly enriched in the top 20 (Figure 3N). Co-analysis of these 265 genes with Oct4/Sox2 tentative target genes (TTGs) published in a previous study [30] showed that 18 Oct4/Sox2 TTGs had open peaks and upregulated expression after reprogramming (Table S4). Of these, *Prdm5* and *Smarcad1* were identified as important epigenetic regulators (Figure 3M), and their expression was upregulated not only in our iPSC cells (piPSC5, piPSC7, and piPSC8), but also in other iPSCs (piPSC-A1 and piPSC-D1) (Figure 3O). 

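The TTGs of Table S4 were looked up in the RNA-seq table. All 18 were higher by some amount in each piPSC line than in its PEF line. MORC1 (0 fragments in PEFs; 11, 3 and 3 in piPSCs) and ANKS1B (0 fragments in PEFs; 16, 10 and 75 in piPSCs) had a mean FPKM under 0.5 and were not tested, and were at least 2.30-fold (1.44-fold without piPSC5) and 16.0-fold (5.23-fold without piPSC8) higher in piPSCs. The other 16 were significantly higher in limma, 15 of them at least 2-fold, and 16 were also when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. Their median log2 fold change was 1.69, and 1.49 and 1.70 under rescaling to the median ratio and to equal sums. The largest belonged to GLDC (ENSSSCG00000005199, chromosome 1 from 215608416 to 215716694), which rose from 0.864 ± 0.395 to 33.6 ± 8.82 FPKM (SD, n = 3), a log2 fold change of 4.20 (SE 0.27, limma adjusted p = 0.000217). The limma adjusted p of IL17RD was 0.0384, and 7 of its alternatives gave between 0.0519 and 0.11. For PPP1R9A it was 0.0218, and 4 of the fits that each left out 1 library gave between 0.0519 and 0.0767. For ATAD2 it was 0.0174, with 0.052 without PEF8 and 0.0555 without piPSC5 the highest of its alternatives.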

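SMARCAD1 (ENSSSCG00000009193, chromosome 8 from 125409490 to 125488481) had 4.50 ± 1.00 FPKM in PEFs (SD, n = 3) and 9.57 ± 1.96 in piPSCs, a log2 fold change of 0.94 (SE 0.23, limma adjusted p = 0.0156). Its log2 ratios in lines 5, 7 and 8 were 0.97, 0.95 and 0.91, all under 1 because of the 1 added to each FPKM. The FPKM values alone rose 2.14-fold, 2.21-fold and 2.06-fold. With each library rescaled to equal sums, its log2 fold change was 0.72 and its adjusted p 0.064. Without piPSC5 the adjusted p was 0.0589, in a range over its alternatives from 0.0129 to 0.064.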

The knocking down of *Prdm5* and *Smarcad1* significantly decreased the number of AP positive colonies, while over-expression of *Prdm5* and *Smarcad1* significantly increased the number of AP positive colonies (Figure 3P,Q). Even though the motif for Oct4/Sox2 was significantly open (Figure 2J), and partial pluripotency genes, e.g., *Sox2* and *Lin28b* were upregulated after reprogramming, their chromatin was not open (Figure 3R). 

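SOX2 (ENSSSCG00000037485, chromosome 13 from 119663183 to 119669539) had 0, 1 and 2 fragments in PEF5, PEF7 and PEF8 and 288, 188 and 9 in piPSC5, piPSC7 and piPSC8, at least 65.5-fold higher on average. Its piPSC values were 3.01, 2.49 and 0.129 FPKM. Over all tested genes its limma adjusted p was 0.0626. Without piPSC8 it was 0.00257, and over all alternatives it ran from 0.00257 to 0.179. LIN28B (ENSSSCG00000037612, chromosome 1 from 71174509 to 71299820) had 1, 1 and 3 fragments in PEFs and 204, 18 and 529 in piPSCs, at least 116-fold higher on average and at least 41.4-fold without piPSC8, with a limma adjusted p of 0.0667. Without piPSC7 its adjusted p was 0.00922, and over all alternatives it ran from 0.00922 to 0.143. Adjusted over the list alone, where they were the 2 genes tested, SOX2 and LIN28B were both significant. The table gives 1 value per gene and does not say whether fragments of the exogenous factors were assigned to it.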

All results indicated that incomplete chromatin remodeling for pluripotency genes may be the reason why expression of endogenous pluripotent genes is not activated.

### 2.4. Loss of Global DNA Methylation after piPSC Reprogramming

DNA methylation is an important epigenetic modification in regulating the binding activity of TFs and its gene expression [31]. To investigate the role of DNA methylation in PEF reprogramming, a genome-wide DNA methylation level was detected by whole genome bisulfite sequencing (WGBS) for six samples, and high-quality sequencing data were obtained (Table S5). The result showed that the whole genome DNA methylation level was significantly decreased after reprogramming (Figure 4A,B). In general, the DNA methylation level was dramatically reduced at TSS, and then maintained at a stably high level in gene bodies (Figure 4C), and this conforms to the general characteristics of gene transcriptional expression. We then identified differentially DNA-methylated regions (dDMRs), and 70,693 dDMRs were obtained (Figure 4D). Most regions were hypomethylated with a few regions that were hypermethylated in three groups (Figure 4E, Tables S6–S8), which is in accordance with the loss of global DNA methylation after reprogramming (Figure 4A). The functional element analysis showed that the distribution of dDMRs was mainly located in the gene body (~80%), whether in hypermethylated regions (hyper-dDMRs) or in hypomethylated regions (hypo-dDMRs). Meanwhile, the ratio of hyper-dDMRs distributed in promoter and CG islands (CGI) was higher than that of hypo-dDMRs (Figure 4F), and this is consistent with the DNA-methylation dynamics of embryonic skeletal muscle [32], indicating that this could be a general feature of mammals’ DNA methylation pattern.

We then performed a combined analysis of dDMR-associated genes with DEGs to explore the role of DNA methylation in PEF reprogramming. 

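The genes of Table S9-1, near regions that gained methylation in all 3 lines, were looked up in the RNA-seq table. All 111 were listed, and 101 had a mean FPKM of at least 0.5. Of these, 13 were at least 2-fold lower in every piPSC line than in its PEF line and 12 were at least 2-fold higher. The share of lower genes was 12.9%, against 11.9% of all tested genes (1479 of 12428), with an odds ratio of 1.09 (one-sided Fisher's exact test, p = 0.426). With the lower genes of limma it was 19 genes, 18.8% against 16.7% (odds ratio 1.16, one-sided Fisher's exact test, p = 0.318). With all genes of the table as background, the odds ratio was 1.49 (one-sided Fisher's exact test, p = 0.123). The fold threshold moved the number most, to 4 genes at 4-fold. Of the PEF-specific genes, COL1A2 was among the 13, with log2 ratios of -5.22, -7.98 and -8.08 in lines 5, 7 and 8.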

For the process of somatic silencing, we obtained 111 hyper-dDMR-related genes which commonly existed in three groups (Table S9-1); however, only 14 genes overlapped between hype-dDMR-related genes and downregulated genes (Figure 4G). In addition, only seven downregulated genes were accompanied by promoter hypermethylation; there was no significant correlation between promoter hypermethylation and gene down-expression (Figure 4H). The promoter methylation level of PEF-specific genes, e.g., *Bgn1*, *Fbn1*, *Runx1*, *Fosl1*, *Thy1*, and *Col1a2*, whose expression was downregulated in our dox-iPSCs, was not upregulated after reprogramming (Figure 4I and Figure S4). All results suggested that the changes in DNA methylation play limited roles in downregulating PEF-specific genes. 

In addition, we obtained 5939 hypo-dDMR-related genes which commonly existed in three groups (Table S9-2), and we found 890 hypomethylated genes (~40%) overlapped with upregulated genes (Figure 4J). The upregulation of most genes was accompanied by gene hypomethylation, even though there was no significant correlation between promoter hypomethylation and genes upregulation (Figure 4K). The methylation level of all pluripotency genes was not changed (Figure 4L). Interestingly, we found the promoter region of *Sox2* and *Lin28b* exhibited less than 5 mC distribution, and their expression was significantly upregulated in our dox-dependent iPSCs. 

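POU5F1, which encodes Oct4 (ENSSSCG00000001393, chromosome 7 from 23564908 to 23570600), had 0 fragments in all PEFs and 0, 2 and 1 in piPSC5, piPSC7 and piPSC8. A count of 3 fragments corresponds for this gene to between 0.155 and 0.252 FPKM, depending on the library. NANOG (ENSSSCG00000040403, chromosome 5 from 62932575 to 62939035) had 0 fragments in PEFs and 0, 1 and 0 in piPSCs. ESRRB (ENSSSCG00000002388, chromosome 7 from 99513362 to 99699775) had 0, 0 and 1 in PEFs and 0, 1 and 0 in piPSCs. SALL4 (ENSSSCG00000007479, chromosome 17 from 53079636 to 53103023) had 2, 1 and 2 in PEFs and 6, 0 and 0 in piPSCs. Apart from SALL4 in piPSC5, no library held more than 3 fragments of these genes, so no change between PEFs and piPSCs was detectable at this depth.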

Other pluripotency genes, e.g., *Oct4*, *Nanog*, *Esrrb,* and *Sall4*, showed a high density of 5 mC distribution and their expression failed to upregulate. (Figure 4L and Figure S5). These results illustrated that DNA methylation is a major obstruction for the activation of pluripotency genes, and that incomplete DNA demethylation impedes the acquisition of pluripotency.

### 2.5. Identification of Allele-Biased Expressed Genes and Allele-Biased Open Chromatin

Finally, we blasted parental discrepant polymorphic SNP loci into RNA-seq data, and we acquired 18,916 SNP loci whose Chi-square test significantly deviates from 1:1 (Table S10). The two parental genomes showed comparable transcription activities in PEFs or piPSCs (Figure 5A,B and Figure S6). To acquire credible allele-biased expressed genes, allelic loci with a threefold difference between male and female parents were screened. As a result, we identified 1.10% maternal allele-biased expression loci and 1.15% paternal allele-biased expression loci in the PEF group (Figure 5C). Consistently, 1.10% and 1.17% loci were found to be maternal allele-biased expression and paternal allele-biased expression in the piPSCs group, respectively (Figure 5D). Expectedly, all 98 mitochondrial loci are from the maternal alleles (Figure 5E and Table S11), demonstrating the reliability of our analysis. There were 114 differential allelic loci which commonly existed in PEFs and piPSCs; moreover, 115 differential allelic loci were specific to PEFs and 121 differential allelic loci were specific to piPSCs (Figure 5E). There were 25 maternally expressed genes and 60 paternally expressed genes for 115 PEF-unique loci (Figure 5F and Table S12). There were 23 maternally expressed genes and 58 paternally expressed genes for 121 piPSC-unique loci (Figure 5F and Table S13). These results suggested potential imprinted genes were unstable and susceptible after piPSC formation. For 114 common loci in PEFs and piPSCs, we found 20 maternally expressed genes and 57 paternally expressed genes (Figure 5G and Table S14), and these genes have important potential imprinted genes for porcine development.

To understand whether the allelic imbalance of allele-biased expressed genes is regulated by allele-biased open chromatin, we researched parent-of-origin-dependent accessible chromatin after blasting parental discrepant SNP loci into ATAC-seq data. We acquired 3223 SNP loci in ATAC-seq data whose parental chromatin loci could be totally separated in ATAC-seq data (Table S15). We found 3.29% maternal allele-biased open loci and 4.22% paternal allele-biased open loci in PEFs, accounting for 12 maternally open peaks and 25 paternally open peaks in PEFs (Figure 5H,I and Table S16). A total of 5.24% maternal allele-biased open loci and 5.71% paternal allele-biased open loci were found in piPSCs, accounting for 44 maternally open peaks and 46 paternally open peaks in piPSCs (Figure 5H,I and Table S17). After co-analysis of differential allelic genes and differential allelic peaks, we found only one gene was overlapped between allele-specific ATAC-seq signals and allele-specific genes (Figure 5J), indicating the bias of allelic open chromatin played a limited role in expression bias of imprinted genes. 

## 3. Discussion

To investigate the underlying mechanism of pluripotent genes’ low expression in dox-dependent piPSCs, we analyzed the relationship between epigenetic modifications and gene expression in PEFs and piPSCs. Studies reported that the reprogramming method and sex are associated with transcriptional patterns of iPSCs [33,34,35]. In this study, to ensure that the difference between PEF and piPSCs was due to the process of reprogramming,, we gained three piPSCs (piPSC5, piPSC7, piPSC8) with the same sex and same reprogramming method. We found good repeatability among three PEF cell lines or piPSCs in RNA-seq data, and DEGs obtained in this study separated PEF cells not only from genetically matched piPSCs (piPSC5, piPSC7, piPSC8), but also from other piPSCs (piPSC-A1 and piPSC-D1). The process of somatic reprogramming is a comprehensive result involved in metabolic reprogramming, cell cycle reprogramming, and epigenetic reprogramming [36]. We found that 4372 DEGs were significantly enriched in cell cycle, cellular metabolism, and chromatin structure pathways. It is well documented that epigenetic modification regulates gene expression by changing chromatin dynamics [37], and we found epigenetic regulators, such as *Dnmt1*, *Suv39h1*, and *Hdac2* were mapped in DEGs. This makes us believe that the transcriptional difference between PEFs and piPSCs may be regulated by epigenetic modification, and studying the changes of epigenetic modification during piPSC formation is important to solve the difficulties of piPSCs.

ATAC-seq data revealed that a large number of peaks were closed, accompanied by a small number of peaks that were open after reprogramming. This illustrated that global chromatin accessibility decreased and chromatin structure was tighter in piPSCs than in PEFs, which is in accordance with miPSC [11]. The whole genome DNA methylation level was significantly decreased after reprogramming. For the past few years, researchers have studied the relationship between chromatin remodeling and gene expression in iPSCs and ESCs, and they found chromatin remodeling determines cell fate and colony formation [10,38,39]; however, Veazey et al. found that changes in the chromatin structure do not always influence the expression of candidate genes [40]. In this study, we found there was a low association between global transcriptional expression and global accessible chromatin. Furthermore, some closed loci showed increased gene expression, which further confirmed the chromatin structure was not always consistent with transcriptional expression. The way in which gene expression is upregulated when chromatin is turned off needs further study. 

Li et al. found during MEF reprogramming that chromatin loci enriched with motifs for MEF-specific TFs are quickly closed, followed by a slower opening up of pluripotent chromatin loci [10], and DNA methylation is also involved in this process [12]. In this study, we found downregulation of PEF-specific genes was initiated by the close of peaks, and this process is similar to MEF reprogramming [10]. The promoter’s DNA methylation level of PEF-specific genes was not upregulated, although their expression and chromatin accessibility were significantly downregulated. These results suggest that the silence of somatic features was mainly regulated by chromatin remodeling, not DNA methylation. In addition, the chromatin of pluripotent genes was not open; the promoter’s DNA methylation level of *Oct4* and *Nanog*, whose expression was regulated by DNA methylation [36], was not reduced, suggesting incomplete chromatin remodeling and DNA demethylation results in the low expression of endogenous pluripotent gene. Motif enrichment of Oct4/Sox2 families was increased in piPSCs, and this is consistent with the fact that they were transfected into PEFs. These results suggest the opening of the Oct4/Sox2 motif relies on exogenous OSKM. 

Genome imprinting is necessary for the development and reproduction of mammals [41], and studies have found it is controlled by differential DNA methylation [42]. In mouse early embryos, maternal and paternal genomes showed largely comparable allelic gene expression and allelic open chromatin landscapes; a similar imprinting pattern exists between iPSCs and their somatic cell [34]. In this study, chromatin accessibility and allelic gene expression between two parental genomes exhibited a very small difference, and parent-of-origin-dependent differentially accessible chromatin played a limited role in the expression bias of allelic genes, which is consistent with previous studies [43]. Even so, we found a list of allelic-biased expressed genes which commonly existed in PEFs and piPSCs, and these genes may be important for porcine development; however, further studies are needed to verify the conservation of these genes in other animals, such as humans and mice. In addition, the expression of potential imprinted genes is abnormal, and many allelic-biased expressed genes in PEF cells are erased, accompanied by the establishment of new allelic-biased expressed genes in piPSCs. The correct erasure and establishment of imprinted genes are essential for embryo development, and improper expression of imprinted genes might be a potential reason for the unsuccessful establishment of piPSCs-origin germline chimera.

In summary, our study found global chromatin accessibility was closed, whole genome DNA methylation was reduced, and the expression of parental differential allelic genes was abnormal after reprogramming. Exogenous OSKM closed somatic specific chromatin loci and downregulated PEF specific genes. DNA methylation plays a limited role in silencing somatic features; however, exogenous OSKM could not open pluripotent chromatin loci, and promoter demethylation was incomplete in pluripotent genes. Incomplete chromatin remodeling and DNA demethylation result in the low expression of endogenic pluripotent genes, and the opening of the Oct4/Sox2 binding motif must depend on an exogenous OSKM. More importantly, we obtained a list of differential allelic genes which commonly existed in PEFs and piPSCs, and confirmed that the expression of differential allelic genes is not controlled by parental differential open chromatin. This study provides a theoretical basis for the porcine reprogramming mechanism, and also improves the information on porcine genomic imprinting, which is of great significance in the genetic breeding of mammals.

## 4. Materials and Methods

### 4.1. Animals 

*Large White* and *Meishan* pigs served as male and female parents, respectively; at 90 days after mating, the *Meishan* sow was slaughtered to obtain PEFs. C57BL/6J mice were slaughtered at 12.5 days after pregnancy to obtain MEFs. All procedures were performed according to the Institutional Animal Care and Use Committee of Nanjing Agricultural University, Nanjing, China (SYXK2011-0036).

### 4.2. Cell Culture 

To obtain PEFs, the tip of the ears from 90 day-old porcine embryos (E90) were digested by trypsin for 30 min at 37 °C. MEFs were isolated from 13.5 days from mouse embryos (E13.5). The cultural method used to obtain PEFs and MEFs can be found in our previous study [28]. 

### 4.3. Generation of piPSCs

Three PEFs (PEF5, PEF7, PEF8) within 3 passages were plated in 6-well plates before iPSC induction. The 293T cells were plated on a 10cm dish with 2 × 10^7^ cells. After adherence, the lentiviral vector of FUW-mCherry (#138531, AddGene, Cambridge, MA, USA), TetO-FUW-OSKM (#20321, AddGene,), and FUW-M2rtTA (#20342, AddGene,) were transfected into 293T cells, respectively, by Lipofectamine^®^ 3000 Transfection Reagent (L3000015, Invitrogen™, Carlsbad, CA, USA). At 48 h after transfection, the lentiviral particles were collected and mixed with polybrene (8 µg/mL, 107689-10G, Sigma Aldrich, St. Louis, MO, USA). PEF was infected by lentiviral particles containing FUW-mCherry, or an equal mixture of TetO-FUW-OSKM and FUW-M2rtTA, for 24 h. When the infectivity of FUW-mCherry reached 80%, the cells infected with the mixture of TetO-FUW-OSKM and FUW-M2rtTA were re-plated on a 60 mm dish and the cells were cultured in LF2i medium for 7–9 days to acquire colonies. The colonies were picked up and seeded on 12-well plates coated with MEF feeders. The packaging efficiency and infecting efficiency rates were calculated by the fluorescence expression level of FUW-mCherry, and they are determined as the ratio of the number of FUW-mCherry positive cells to total cells.

### 4.4. Alkaline Phosphatase (AP) Staining

Stem cells show high alkaline phosphatase (AP) activity, which decreased after differentiation. In this study, AP staining was used to measure AP activity. Briefly, AST Fast Red TR (F6760, Sigma Aldrich) and α-Naphthol AS-MX Phosphate (N4875-1G, Sigma Aldrich) were used to detect AP activity. Ice-cold PBS (SH30256.01B, Hyclone Laboratories) was used to wash cells twice; after being fixed with 4% paraformaldehyde, the cells were then incubated with the mixture of Fast Red TR and Naphthol AS-MX for 10 min. 

### 4.5. Immunofluorescence Assay 

To perform the immunofluorescence analysis, 4% paraformaldehyde was used to fix the cells. The fixed cells were then immunostained with rabbit antibody against Oct4 (SC-5279, Santa Cruz Biotechnology, Santa Cruz, CA, USA) after being permeabilized and blocked. After washing with PBS three times, cells were incubated with a Rhodamine (TRITC)-conjugated goat anti-rabbit IgG (1:100 dilution, ZSGB-BIO) for 1 h. After being stained with 4, 6-diamidino-2-phenylindole-dihydro-chloride (DAPI) for 15 min, the images of cells were captured using a Zeiss LSM 710 META confocal microscope.

### 4.6. Library Construction and Sequencing

In this study, 8 RNA-seq libraries (PEF5, PEF7, PEF8, piPSC5, piPSC7, piPSC8, piPSC-A1, and piPSC-D1), 6 ATAC-seq and WGBS libraries (PEF5, PEF7, PEF8, piPSC5, piPSC7, and piPSC8) and 2 re-sequencing (Re-seq) libraries (father, mother) were constructed, sequenced, and analyzed by Annoroad (Beijing, China), and the information regarding the construction of the libraries can be found in a previous study [32,44,45].

### 4.7. Identification of Parent-of-Origin-Dependent Genes

To identify parent-of-origin-dependent genes, the different SNP loci in the 2 parents chromosome were filtrated by deleting the loci where one SNP corresponds to multiple sequences. The RNA-seq data were then filtered by deleting the inconsistent loci in 3 replicates. Loci with more than 10 allelic reads in each sample were then reserved. Finally, the loci which significantly deviated from 1:1 performed by Chi-square test were used for analysis. The allele-specific genes were identified by at least threefold change between the numbers of maternal and paternal reads. 

### 4.8. Identification of Parent-of-Origin-Dependent Accessible Chromatin Regions

The identification of the allele-specific accessible chromatin regions was consistent with the identification of imprinted genes in transcriptome. The SNP sites screened by Re-seq data were intersected with the original ATAC-seq data. According to these SNP sites, the origin of genotypes can then be determined according to the similarities and differences between the genotypes of PEF5, PEF7, PEF8, piPSC5, piPSC7, and piPSC8 and the parent genotypes.

### 4.9. RNA Oligonucleotides, Cell Transfection, and Real-Time Quantitative PCR

The shRNA and over-expression plasmids were purchased from GenePharma (Shanghai, China). Their sequences were listed in Table S18. The methods of RNA extraction and qPCR can be found in a previous study [46].The primer sequences of the primers are listed in Table S19.

### 4.10. Statistical Analysis

Statistical analyses were performed using Prism 6 software (GraphPad Software, La Jolla, CA, USA). Results were expressed as means ± SD, and error bars represent the SD of 3 replicates, unless stated otherwise. Data were compared using the 2-tailed unpaired Student’s *t* test. The value of *p* < 0.05 was considered significant.

## Figures and Tables

**Figure 1:**
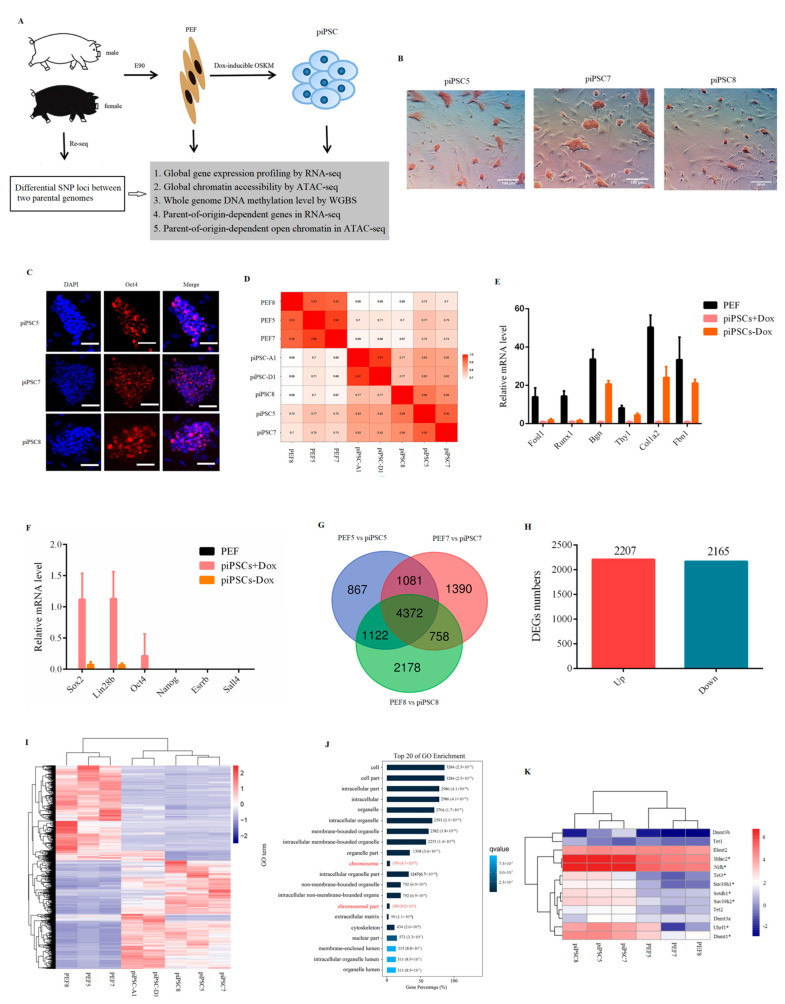
Generation of piPSCs genetically matched with PEFs. (**A**) Schematic for generation of genetically matched piPSCs from PEFs. (**B**) Alkaline phosphatase (AP) staining for three piPSCs. Scale bar, 100 µm. (**C**) Immunofluorescence analysis for Oct4 in three piPSCs. Nuclei were stained with DAPI. Scale bars, 100 µm. (**D**) Heatmap analysis for PEFs and piPSCs acquired in this study as well as piPSCs acquired in other groups based on global gene expression. (**E**) Relative mRNA level of PEF-specific genes. (**F**) Relative mRNA level of pluripotency genes. (**G**) Venn analysis of differential expressed genes between three groups. (**H**) Numbers of downregulated genes and upregulated genes between three groups. (**I**) Heatmap cluster for three PEFs and three piPSCs acquired in this study as well as two piPSCs acquired in other groups based on 4372 DEGs. (**J**) Top 20 of GO analysis terms for 4372 DEGs. (**K**) Heatmap analysis showing the expression level of epigenetic modification-related genes based on RNA-seq data. * *p* < 0.05 between PEFs and piPSCs.

**Figure 2:**
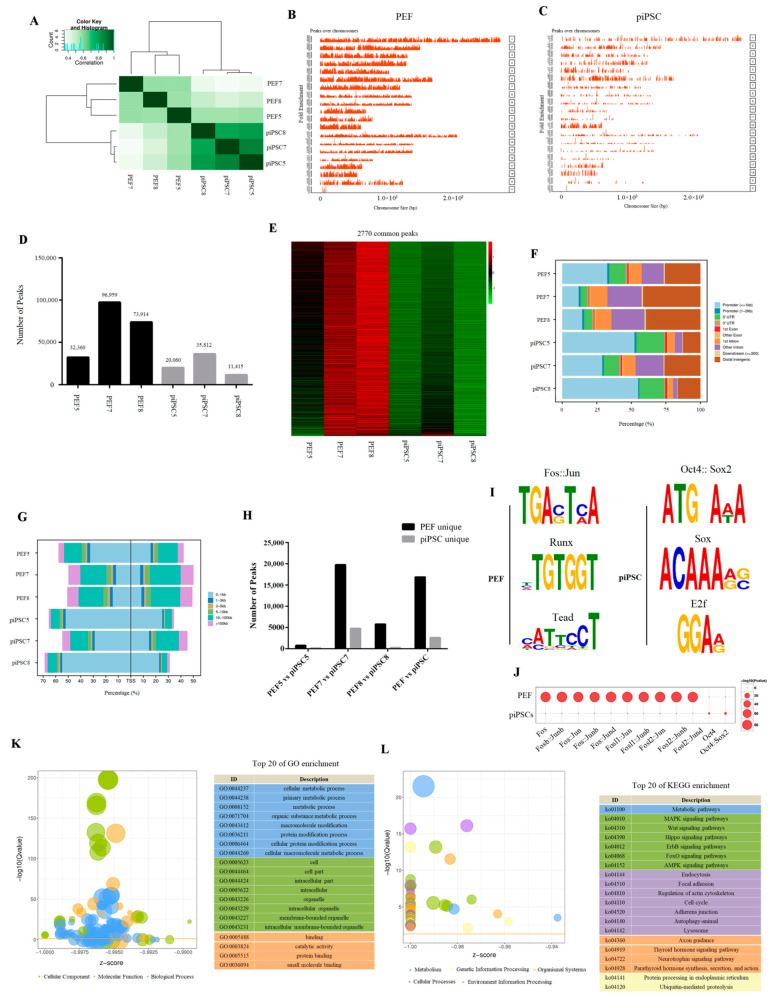
Differential chromatin accessibility between genetically matched PEFs and piPSCs. (**A**) Heatmap analysis of PEFs and piPSCs in ATAC-seq data. (**B**,**C**) Peaks over chromosomes in PEFs and piPSCs. (**D**) Number of peaks in each sample. (**E**) Heatmap analysis of 2770 common peaks in six samples. (**F**) Functional element analysis of accessible chromatin in PEFs and piPSCs. (**G**) Percentage of peaks near TSS in PEFs and piPSCs. (**H**) Numbers of PEF-unique peaks and piPSC-unique peaks in each group. (**I**) TF-motif analysis for PEF-unique peaks and piPSC-unique peaks. (**J**) Bubble diagram of differential TF-motif enrichment. (**K**) Top 20 terms of GO analysis for differential chromatin accessibility. (**L**) Top 20 terms of KEGG analysis for differential chromatin accessibility.

**Figure 3:**
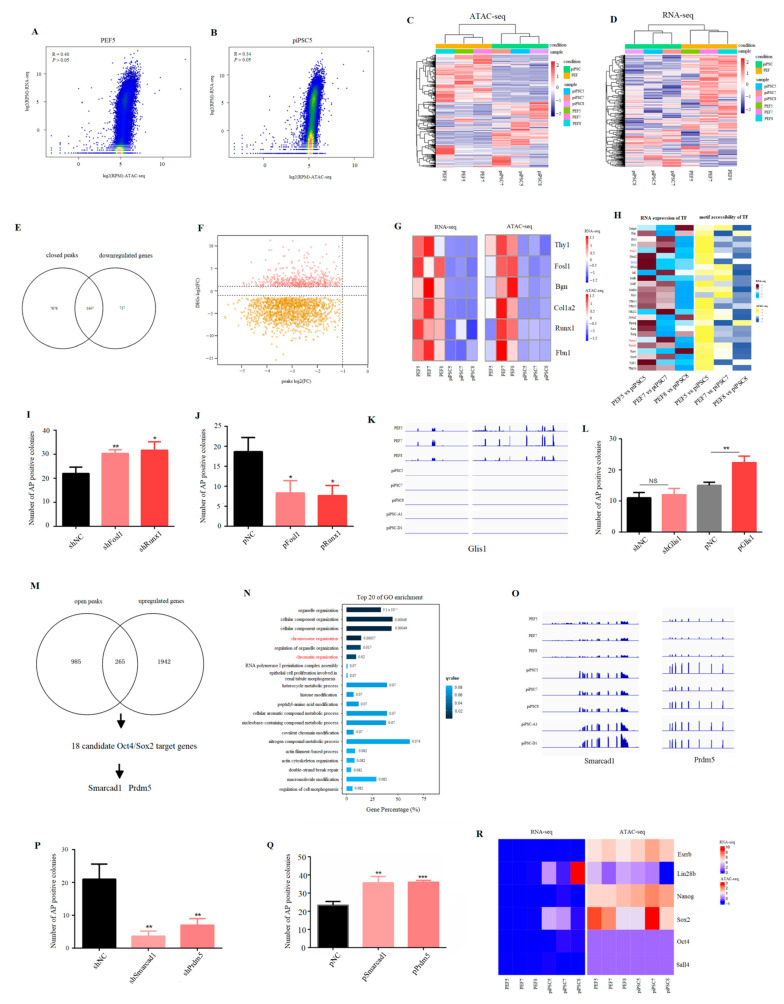
Effect of accessible chromatin on gene expression. (**A**,**B**) Scatter plots showing the correlation between ATAC-seq data and RNA-seq data in PEF5 and piPSC5. (**C**) Heatmap cluster of ATAC-seq data using DEGs. (**D**) Heatmap cluster of RNA-seq data using differentially open chromatin-related genes. (**E**) Venn diagram between downregulated genes and closed peak-related genes after reprogramming. (**F**) Scatter plot showing the correlation between closed peaks and DEGs. FC, fold change. (**G**) Heatmap analysis showing the changes of PEF marker genes—*Bgn*, *Runx1*, *Thy1*, *Fbn1* in ATAC-seq data and RNA-seq data. (**H**) Heatmap analysis of TFs whose expression was downregulated and motif accessibility was closed after reprogramming. (**I**) Number of AP positive colonies after Fosl1 shRNA and *Runx1* shRNA transfecting with OSKM. (**J**) Number of AP positive colonies after *Fosl1* and *Runx1* over-expression plasmid transfecting with OSKM. * *p* < 0.05, ** *p* < 0.01. (**K**) IGV analysis showing the expression level of *Glis1* after PEF reprogramming. (**L**) Number of AP positive colonies after *Glis1* shRNA and over-expression plasmid transfecting with OSKM. ** *p* < 0.01. (**M**) Venn diagram between upregulated genes and open peak-related genes after reprogramming. (**N**) Top 20 terms of the GO analysis for common genes between upregulated genes and open peak-related genes. (**O**) IGV graph showing the mRNA level of *Smarcad1* and *Prdm5* in RNA-seq data. (**P**) Number of AP positive colonies after *Smarcad1* shRNA and *Prdm5* shRNA transfecting with OSKM. ** *p* < 0.01 (**Q**) Number of AP positive colonies after *Smarcad1* shRNA and *Prdm5* over-expression plasmid transfecting with OSKM. ** *p* < 0.01, *** *p* < 0.001. (**R**) Heatmap analysis showing the changes in pluripotency genes—*Oct4*, *Sox2*, *Sall4*, *Nanog*, *Lin28b*, and *Esrrb* in ATAC-seq data and RNA-seq data.

**Figure 4:**
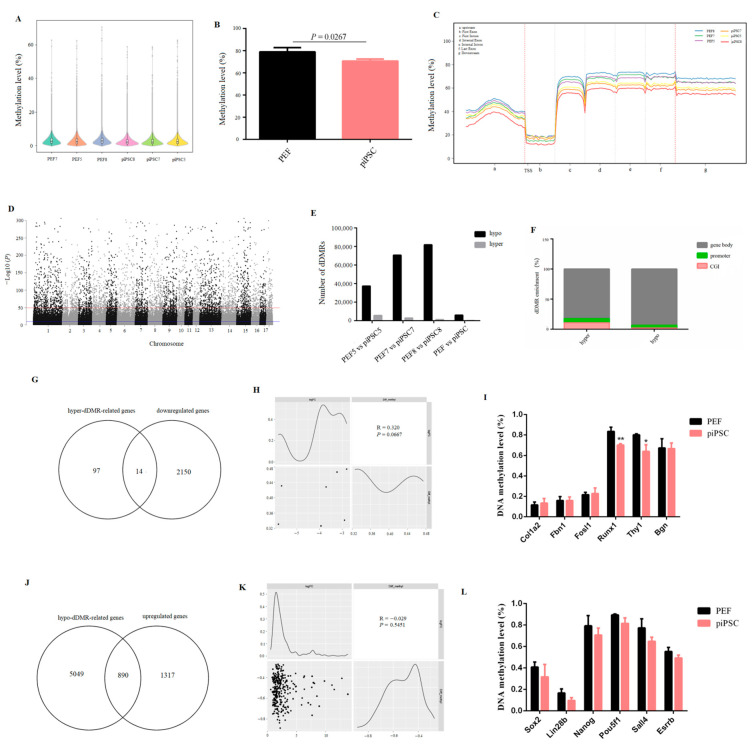
The global DNA methylation level was reduced after reprogramming. (**A**,**B**) The changes in genome-wide DNA methylation level after reprogramming. (**C**) Map of DNA methylation level in transcription elements. (**D**) Manhattan plot of the genome-wide *P*-values for the association between the methylation level and reprogramming. (**E**) Numbers of dDMRs in each group. (**F**) The distribution of dDMRs in functional elements. (**G**) Venn diagram between downregulated genes and hyper-dDMR-related genes after reprogramming. (**H**) Correlation analysis showing the relationship between downregulated genes and hyper-dDMRs in promoter. (**I**) The changes in DNA methylation level in PEF-specific genes after reprogramming. * *p* < 0.05, ** *p* < 0.01. (**J**) Venn diagram between upregulated genes and hypo-dDMR-related genes after reprogramming. (**K**) Correlation analysis showing the relationship between upregulated genes and hypo-dDMRs in promoter. (**L**) The changes of DNA methylation level in pluripotency genes after reprogramming.

**Figure 5:**
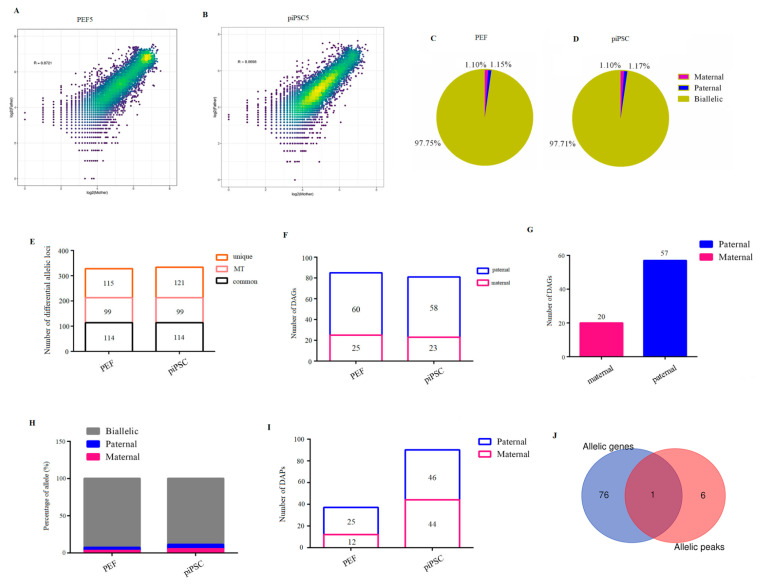
Identification of parent-of-origin-dependent genes and parent-of-origin-dependent accessible chromatin. (**A**,**B**) Scatter plots show comparable transcription activities between two parental genomes in PEF5 (**A**) and piPSC5 (**B**). (**C**,**D**) Percentage of maternal-expression and paternal-expression loci in three PEF cell lines (**C**) and three piPSCs (**D**) for RNA-seq data. (**E**) Numbers of differential allelic loci in PEFs and piPSCs for RNA-seq data. (**F**) Numbers of paternal differential allelic genes in PEF-unique loci and piPSC-unique loci, respectively. (**G**) Numbers of differential allelic genes in PEF- and piPSC-common loci. (**H**) Percentage of maternal- and paternal-allele open loci in three PEF cell lines and three piPSCs for ATAC-seq data. (**I**) Number of differential allelic peaks in PEFs and piPSCs, respectively. (**J**) Overlap of parent-of-origin-dependent genes and parent-of origin-dependent peak-related genes.

## Data Availability

Sequencing data for PEF5, piPSC5, PEF7, piPSC7, PEF8, and piPSC8 have been submitted to the NCBI Gene Expression Omnibus (GEO) with accessions: GSE173275 for ATAC-seq data, GSE173304 for RNA-seq data; parental genome re-seq data have been submitted to Sequence Read Archive (SRA) with BioProject number: PRJNA727677; RNA-seq data for piPSC-A1 and D1 were submitted to SRA with BioProject number: PRJNA737304. Sequencing data for DNA methylation are available from authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231911941/s1.

# Supplementary material for: The Defects of Epigenetic Reprogramming in Dox-Dependent Porcine-iPSCs
**Source:** Int J Mol Sci. 2022 Oct 8;23(19):11941. doi: 10.3390/ijms231911941
**Supplement:** Supplementary file 1

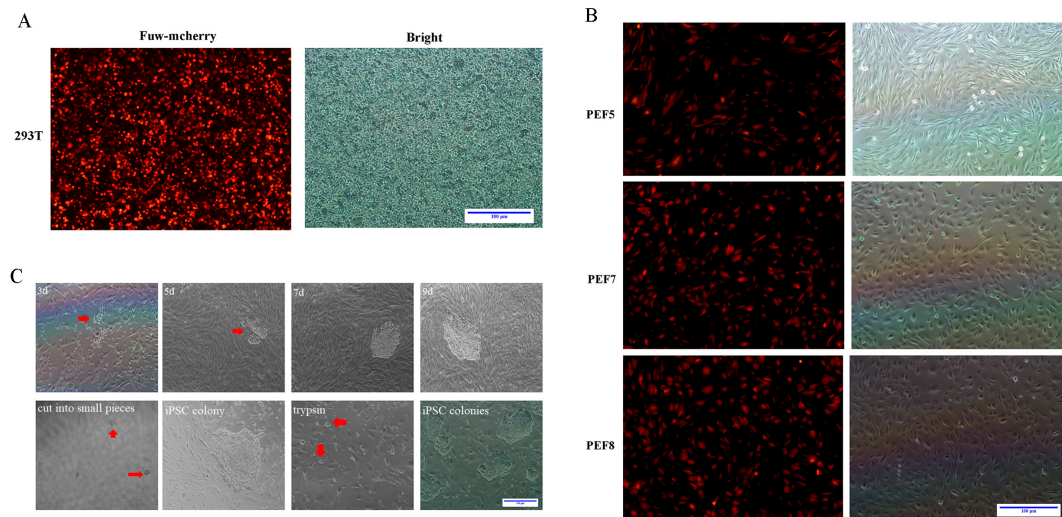

**Figure S1** Efficiency of packaging and infecting virus of Fuw-mcherry. (A) Fuw-mcherry plasmid was packaged into lentivirus plasmid by 293T cells. Successful package of Fuw-mcherry showed red, and cell showed in Bright. Scar Bar, 100  $\mu$ m. (B) Virus carrying Fuw-mcherry was used to infected PEF5, PEF7 and PEF8; successful infection of cells showed red, and cell showed in Bright. Scar Bar, 100 $\mu$ m. (C) The process of piPSC formation.

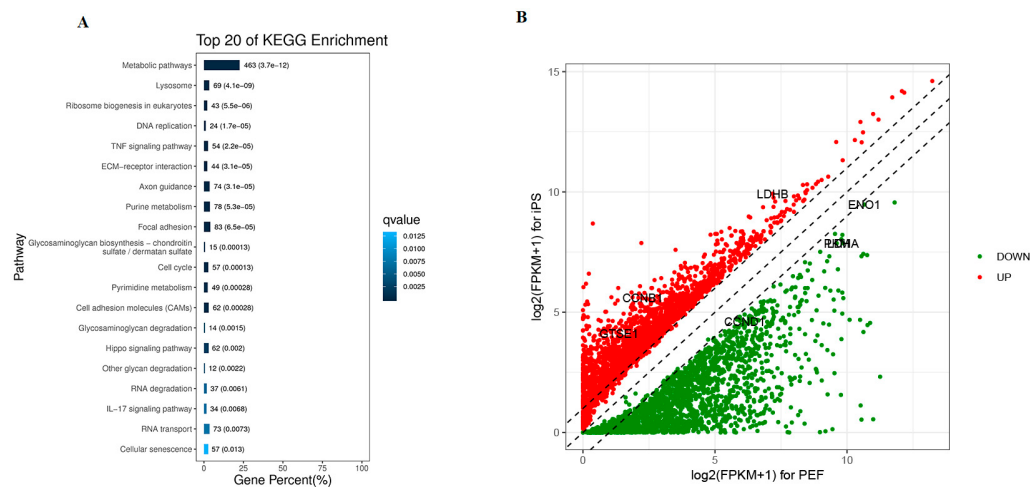

**Figure S2** KEGG analysis for 4,372 DEGs. (A) Top 20 terms of KEGG analysis for 4,372 DEGs. (B) Scatter plot showing the expression of genes enriched in “metabolic pathway” “cell cycle” and “DNA replication” by KEGG analysis.

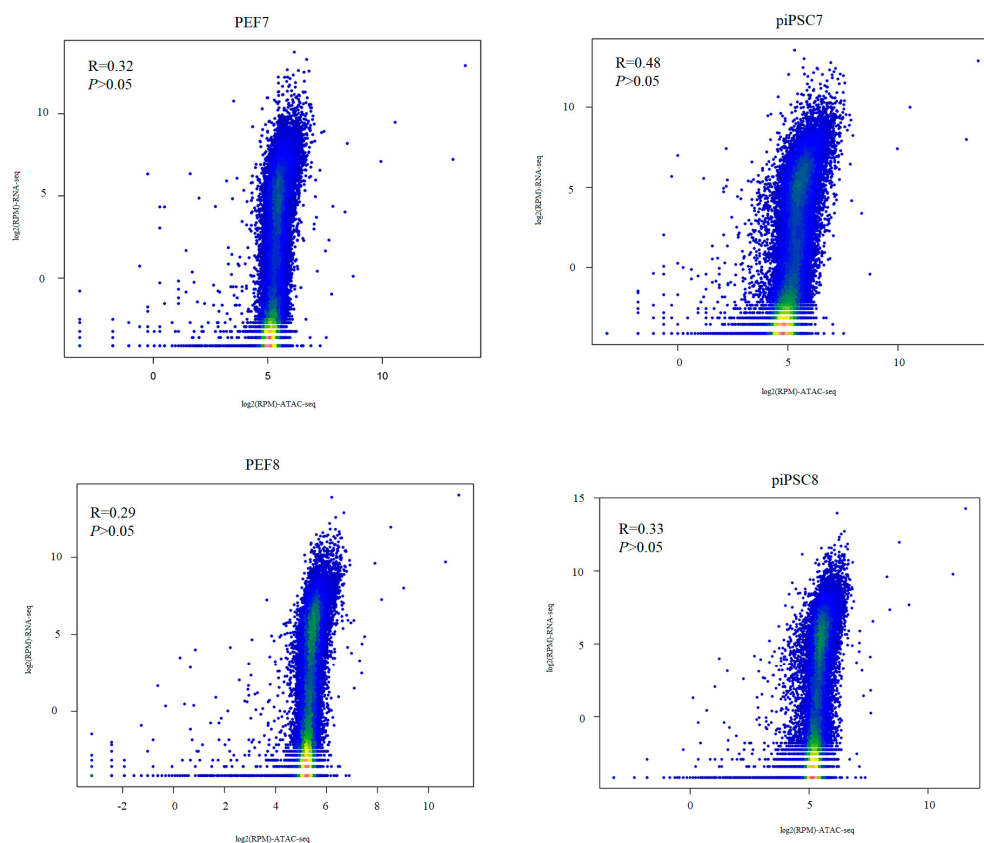

**Figure S3** Scatter plots showing the correlation between ATAC-seq data and RNA-seq data. **(A)** Scatter plots of PEF7 between ATAC-seq data and RNA-seq data. **(B)** Scatter plots of PEF8 between ATAC-seq data and RNA-seq data. **(C)** Scatter plots of piPSC7 between ATAC-seq data and RNA-seq data. **(D)** Scatter plots of piPSC8 between ATAC-seq data and RNA-seq data.

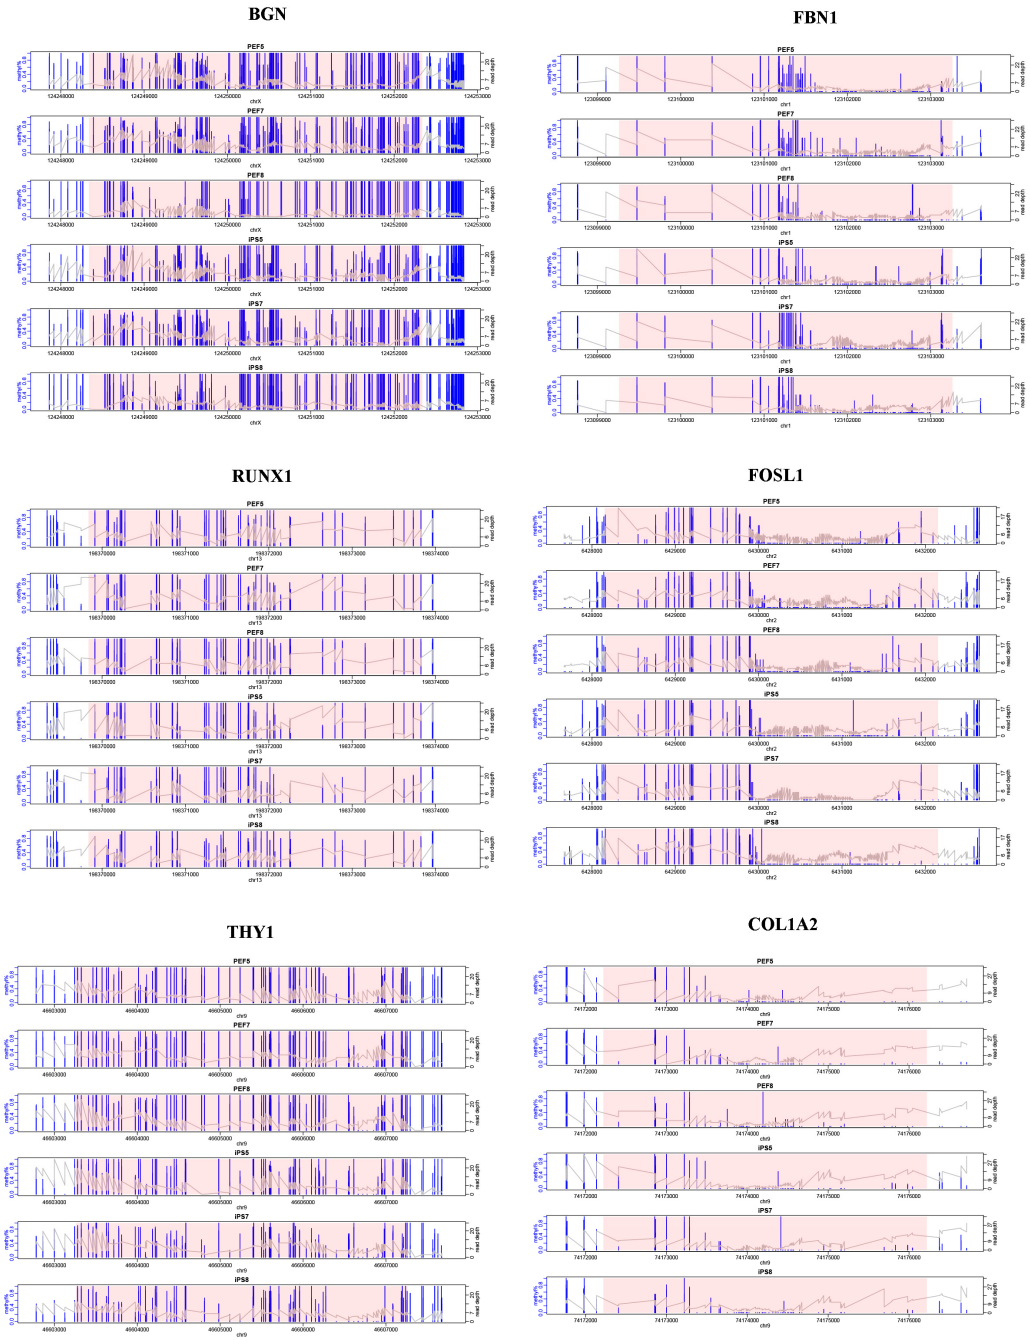

**Figure S4** DNA methylation level of PEF specific genes

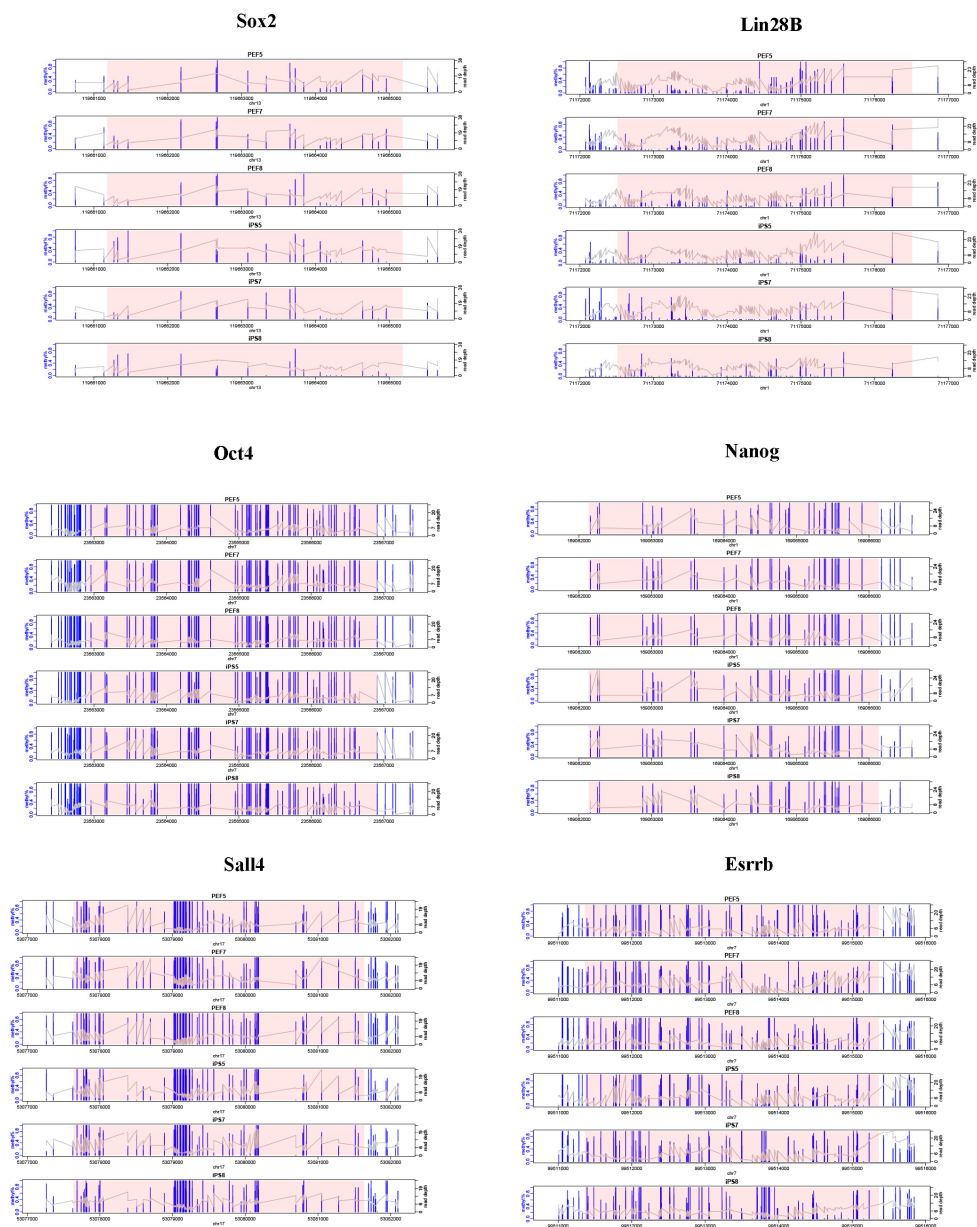

**Figure S5** DNA methylation level of pluripotency genes

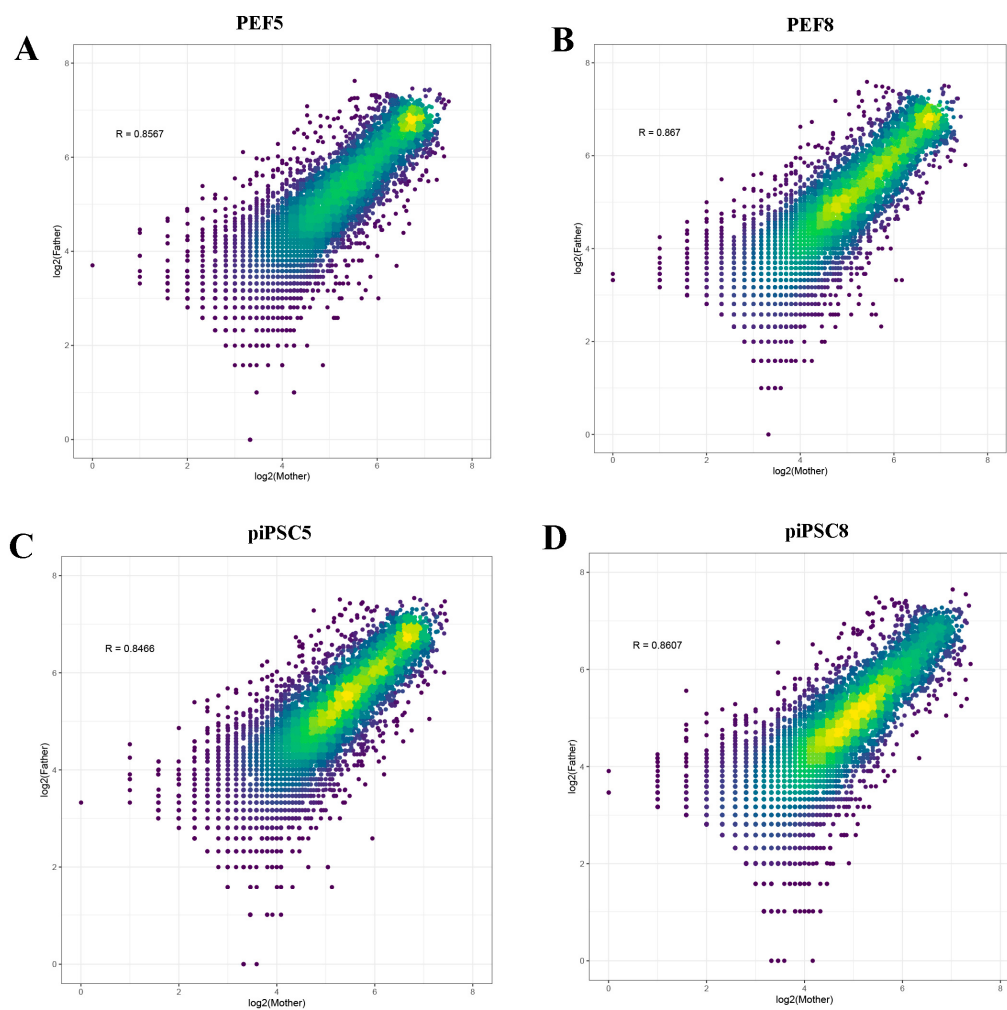

**Figure S6** Scatter plots for RNA-seq reads assigned to each allele for SNP-containing genes. (A) Scatter plots for PEF7. (B) Scatter plots for PEF8. (C) Scatter plots for piPSC7. (D) Scatter plots for piPSC8.

# Supplementary material for: The Defects of Epigenetic Reprogramming in Dox-Dependent Porcine-iPSCs
**Source:** Int J Mol Sci. 2022 Oct 8;23(19):11941. doi: 10.3390/ijms231911941
**Supplement:** Supplementary file 1

Table S18 Sequence of RNA Oligonucleotides

| Name                   | Sequences (5'-3')     |
|------------------------|-----------------------|
| FOSL1 shRNA            | GGGTGCCACACTAACCAACAT |
| RUNX1 shRNA            | TACTCAGCTGAACTGAGAAAT |
| GLIS1 shRNA            | AGGAAGTTTCCACTCCATCCA |
| SMARCAD1 shRNA         | AAGGGTGATAGAGTCGTATTA |
| PRDM5 shRNA            | AAGGCACCTACTTATACATAA |
| shRNA negative control | GTTCTCCGAACGTGTCACGT  |

# Supplementary material for: The Defects of Epigenetic Reprogramming in Dox-Dependent Porcine-iPSCs
**Source:** Int J Mol Sci. 2022 Oct 8;23(19):11941. doi: 10.3390/ijms231911941
**Supplement:** Supplementary file 1

Table S19 Primers sequences for qRT-PCR

| Gene name |    | Primer sequence (5' -3' ) |
|-----------|----|---------------------------|
| FOSL1     | F: | AGCAGAAGTTCCACCTCGTG      |
|           | R: | CTCGGGGCTGATCTGTTAC       |
| RUNX1     | F: | GGTCGGAGTGGAAGAGGGAA      |
|           | R: | TCGGAAAAGGACAAGCTCCC      |
| GAPDH     | F: | AGGACCAGGTTGTGTCCTGT      |
|           | R: | CTTACTCCTTGGAGGCCATGT     |
| BGN       | F: | CAAGCTGTACAGGCTGGGC       |
|           | R: | TTGAAGAGGCTGATGCCGTT      |
| FBN1      | F: | CCATGCCAAGTCGATCCCAT      |
|           | R: | CCAGGCGTATATCCAGGCAG      |
| COL1A2    | F: | CTGGTCTTGGCGGGAAC TTT     |
|           | R: | AGGACCAGTCTGACCAGGTT      |
| THY1      | F: | GCTCTCTTGCTAACAGTCTTGC    |
|           | R: | TGGTGGTATTCTCATGGCGG      |
| POU5F1    | F: | CGGGCTAGAGAAGGATGTGG      |
|           | R: | GGCAGGCACCTCAGTTTGAA      |
| SOX2      | F: | CATGAAGGAGCACCCGGATT      |
|           | R: | ATCATGCTGTAGCTGCCGTT      |
| ESRRB     | F: | ATGCCTCAAAGTGGGGATGC      |
|           | R: | TTT TAGTCAATGGCTTCTTCGCA  |
| SALL4     | F: | CCCCAACACATCAACTCGGA      |
|           | R: | ACTCGGCACAGCATTTCTCA      |
| LIN28B    | F: | CAGCCCCTTAAGGATCCGAG      |
|           | R: | CTTTGCTTGCCCCGCCTTC       |
| NANOG     | F: | AGGGCTCAGCCAGTACAGAA      |
|           | R: | CCAGCTCTGATTACCCACA       |

# Supplementary material for: The Defects of Epigenetic Reprogramming in Dox-Dependent Porcine-iPSCs
**Source:** Int J Mol Sci. 2022 Oct 8;23(19):11941. doi: 10.3390/ijms231911941
**Supplement:** Supplementary file 1

**Table S2 Basic information of ATAC-seq**

|  | PEF5 | PEF7 | PEF8 | piPSC5 | piPSC7 | piPSC8 |
| --- | --- | --- | --- | --- | --- | --- |
| Raw reads | 98,995,400 | 96,274,222 | 102,836,942 | 77,274,792 | 81,004,184 | 85,423,432 |
| Clean Reads | 90,807,182 | 86,822,382 | 95,041,522 | 71,405,830 | 75,245,114 | 79,551,040 |
| Clean reads Rates (%) | 91.73 | 90.18 | 92.42 | 92.41 | 92.89 | 93.13 |
| Clean Q30 Rates (%) | 94.35 | 94.61 | 94.44 | 94.49 | 94.62 | 94.65 |
| Mapped Reads | 78,743,074 | 74,076,430 | 84,509,988 | 57,366,920 | 58,539,144 | 55,315,441 |
| Mapping Rates (%) | 86.71 | 85.32 | 88.92 | 80.34 | 77.8 | 69.53 |
| Unique Mapped Reads | 28,047,190 | 40,623,371 | 30,136,821 | 45,499,272 | 44,156,792 | 41,040,409 |
| Unique Mapped Ratio (%) | 30.89 | 46.79 | 31.71 | 63.72 | 58.68 | 51.59 |
| Insert Size (bp) | 161.54 | 174.59 | 180.85 | 176.96 | 179.58 | 180.26 |

How the deposited data were processed for this re-analysis (not part of the article)

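RNA-seq values of 3 PEF lines (PEF5, PEF7, PEF8) and of the 3 piPSC lines made from them (piPSC5, piPSC7, piPSC8) were analysed. The authors deposited FPKM values per gene, made by the sequencing company named in the paper. The aligner, the counting program, its treatment of reads shared between genes and the annotation release are not named in the paper's text. Poly-A libraries were read from both ends over 150 bp. Of 13936 symbols shared by the table and the annotation of Sscrofa11.1, 99.9% lie at overlapping positions, and coordinates are given on that build. Of the 18007 genes, 3375 are listed by identifier only, and 902 of these could be named from a table of 13646 gene identifiers.

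The FPKM values of every gene were whole multiples of 1 fragment, given the gene's length and a total per library, and fragments were recovered for 18007 genes (100%). Totals ran from 11010629 to 17836510 fragments per library. On simulated data, 491 of 497 genes came back with their exact fragments. A count of 0 allows up to 3 fragments, and folds against a group with at most 3 fragments in every library are given as bounds. Bounds and limits cover the counting error only.

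The comparison of piPSCs with PEFs was made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend and without robust fitting) on log2(FPKM + 1), for 12428 genes with a mean FPKM of at least 0.5, two-sided, with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and at least a 2-fold change. The statistics section of the paper names an unpaired test for the whole paper, so the lines were not paired in this fit. The fit was tested on simulated data for 12428 genes, of which 200 were changed. It called 161 of the changed genes (80.5%) and 13 others (7.47% of its calls). All planted changes were larger than 2-fold and lay in well expressed genes. The share called is thus not the power at the 2-fold threshold or for weakly expressed genes. With 3 lines against 3, an exact permutation test cannot give a p under 0.1, so none is given for single genes. Each piPSC line was also compared with its own PEF line by counting genes with at least a 2-fold ratio of (FPKM + 1). Correlations, ontology terms and overlaps were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The count over 3 pairs and the term test were run on simulated data as well. There, 200 of 200 planted genes were counted with 0 others, and the planted term ranked 1 of 301. The planted changes lay far above the threshold, in well expressed genes with little noise, so this outcome was near certain. It checks the computation and not the error of counts between real lines.

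The libraries are paired by cell line, since each piPSC line was made from the PEF line of the same number. Deviations from the group means correlated at 0.0921, 0.0946 and 0.08 for PEF and piPSC libraries of the same number, and at between -0.12 and 0.06 for those of other numbers. The fit with the line as a replicate block is an alternative.

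The comparison of the groups, its test and its alternatives other than voom were set before the data were examined, as was the rule for the genes to name. Tests of explanations in the closing section were set later, and each part says which were chosen after the result was seen. The rule takes the genes the paper names from these libraries, the exogenous factors, members of own gene lists, and the 5 largest increases and 5 largest decreases among called genes that changed at least 2-fold the same way in all 3 pairs. CDH2, TEAD4, VIM, CDKN2A, PHLDA2, CDKN1C, MCM2, PCNA, CTSB and PSAP were picked from the lists, and the XIST feature from the table, after their values were seen. The 11 own lists are DNA replication, cell cycle, lysosome, epithelial, mesenchymal, other pluripotency, trophoblast, primitive endoderm, neural progenitor, imprinted and Y-linked genes. The 9 lists with enough tested genes were tested with limma's camera and fry.

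The alternatives for limma were a replicate block, a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 1, quantile normalization, rescaling of each library to the median ratio over genes or to a sum of 1000000, no trend, and leaving out each library in turn. Limma's voom on the recovered fragments and bounds on folds without 1 library were added after the values were seen. Counts of pairs were repeated with a pseudocount of 0.1, a mean FPKM of at least 0.5, a 4-fold threshold, both rescalings and each pair left out. Correlations were repeated as Spearman, with a pseudocount of 0.1, with a mean FPKM of at least 0.5 and without a log. piPSC-A1, piPSC-D1, KEGG terms, ATAC-seq and methylation were not analysed here. Fragments from the mouse feeder cells could not be told apart from those of the piPSCs in a table of values per gene.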

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

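The tests of depth, of a lost Y chromosome, of mixed cells and of exchanged lines were chosen only after the result was seen.

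Reads of Y-linked genes and of the XIST feature separate line 8 from lines 5 and 7. In PEF8 and piPSC8, DDX3Y had 3439 and 4207 fragments, EIF1AY 551 and 456, KDM5D 123 and 110, and UTY 77 and 142. In lines 5 and 7 these genes had 0 fragments, apart from 1 of UTY in piPSC5. A feature in an intron of XIST, singled out after its values were seen, had 263 fragments in PEF5, 192 in PEF7, 441 in piPSC5 and 240 in piPSC7, against 0 in PEF8 and piPSC8. Low depth is argued against, since at least 3795 fragments of DDX3Y were expected in each library of lines 5 and 7 at the level of line 8. A loss or silencing of the Y chromosome in male cells is argued against by the XIST feature, at no fewer than 192 fragments in each of these libraries. A mixture of male and female cells is limited by the count of 0 to a share of male cells of at most 0.0791% in any of them. An exchange of line 8 in 1 group only is argued against as well, since 0 of the 3 lines differ in Y-linked reads between PEF and piPSC. Lines 5 and 7 may come from female embryos. The test of this on the 5 genes of the X chromosome with a copy on the Y decided nothing. Their median log2 difference, lines 5 and 7 minus line 8, was 0.18 in PEFs, at percentile 72.6 of 10000 random lists of the same size and expression, and 0.39 in piPSCs, at percentile 91.4. In each group 4 of the 5 genes were higher in lines 5 and 7. The allele counts of the paper's Table S14-1 decided nothing either, and its other allele tables were not analysed here. The table holds 1 locus of the X chromosome among 23, where the paper gives 0 paternal reads in every library, and 174 maternal reads in PEF5, 169 in PEF7, 155 in piPSC5 and 96 in piPSC7, against 95 in PEF8 and 87 in piPSC8. A culture of female cells that each silence either X chromosome would show paternal reads as well, but the table lists only loci that the paper kept for a maternal bias in every line, so a locus with both alleles would be absent from it. These X-linked genes and this locus thus decide nothing on sex. The reads of the Y-linked genes and of the XIST feature do argue against male cells in the libraries of lines 5 and 7. DDX3Y had 0 fragments in each of them, where at least 3795 were expected. The XIST feature had no fewer than 192 in each, against 0 in PEF8 and piPSC8. The number of X chromosomes was not measured. A mislabelling that covers a PEF line together with the piPSC line made from it would leave the same values and was not tested.

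NDN and DIRAS3, both of the list of imprinted genes, changed in opposite directions between lines. The log2 ratio of piPSC to PEF for NDN was 1.07 in line 5, 1.00 in line 7 and -3.49 in line 8, from 791, 700 and 539 fragments in PEFs and 1426, 1013 and 18 in piPSCs. For DIRAS3 it was 1.85, 2.88 and -3.34, from 346, 120 and 470 fragments and 1120, 757 and 17. The differences between lines were not tested, since each line has 1 library per group. The depth of piPSC8 is argued against as their source, since 392 fragments of NDN and 342 of DIRAS3 were expected there at the level of PEF8. Scaling is argued against as well. After rescaling to the median ratio or to equal sums, the ratios of lines 5 and 8 still differed by at least 4.37 log2 units for NDN and 5.00 for DIRAS3. Line 8 is also the line with Y-linked reads, so a difference of sex, of the embryo or of the clone picked stays open and untested. No biological explanation was tested for these genes. Groups of 3 lines are too small to test a single library as an outlier.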

How the results depend on the processing

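Limma's voom on the recovered fragments and the bounds on folds without 1 library were chosen only after the values were seen, and the other alternatives below were not. Every alternative set beforehand was run.

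Of 88 genes that limma tested and that are named in the text or belong to the paper's lists, 55 kept their direction and their side of the threshold under every alternative, up to 15 for a gene. Of 1305 values under an alternative, 1184 kept both, 81 in 17 genes were no longer past the threshold, 18 in 8 genes passed it where the value as reported did not, and 22 in 9 genes had the opposite sign. The opposite signs came when 1 library was left out, apart from EIF1AY (-0.043) and KDM5D (-0.0060) after rescaling to equal sums. Over the 6 fits that each left out 1 library, the log2 fold change ran from -0.00071 (without piPSC8) to 0.37 for TET1, from -0.145 to 0.049 for EHMT2 (above 0 without PEF5, PEF7 or piPSC8) and from -0.13 (without piPSC5) to 0.96 for RUNX2. For genes that differ between the lines it ran from -1.31 to 1.12 (without piPSC8) for NDN, -0.33 to 1.95 (without piPSC8) for DIRAS3, -1.57 to 1.82 for DDX3Y, -1.22 to 1.28 for EIF1AY, -0.18 to 0.35 for KDM5D (4 fits, as its mean FPKM is under 0.5 without PEF8 or piPSC8) and -1.93 to 3.43 for the XIST feature. By construction, leaving out a library changes the mean of a group whose lines differ. Without 1 library, the bound on the fold ran from 41.4 to 169 for LIN28B, 60.2 to 223 for the H19 feature, 5.23 to 21.6 for ANKS1B, 1.44 to 2.76 for MORC1 and 45.7 to 96.1 for SOX2. UHRF1 was no longer past the threshold without PEF7, PEF8, piPSC5 or piPSC7, as was RUNX1 without PEF5 or PEF7.

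The number of genes limma called stayed within 1.5 times its value of 4575 under each alternative, from 4053 to 4644 over the 6 fits that each left out 1 library and up to 5233 with a pseudocount of 0.1 (5130 with voom). The balance of higher and lower genes depends on the scaling. It was 54.8% higher as deposited, 42.8% after rescaling to the median ratio (1879 higher and 2511 lower) and 41.4% after rescaling to equal sums (1986 higher and 2815 lower). By construction, rescaling to equal sums divides the piPSC libraries, whose FPKM sums are larger, by more, and rescaling to the median ratio brings the median log2 fold change near 0. With the cell line as a replicate block, 4485 genes were called, and the paired fit changed the call of 10 of the 88 genes, all of them from the own lists. In the paired fit, fry no longer called the DNA replication list (adjusted p = 0.0781), the cell cycle list (0.0889) and the trophoblast list (0.0889), and gave the opposite direction for the Y-linked list (0.418, from 0.927), whose genes are read in 1 line. Of 132 tested genes of the own lists, 7 lost an adjusted p under 0.05 with the block and 3 gained it. Lost were CLDN6 (0.0542), TWIST1 (0.0519), TFAP2C (0.0732), TFAP2A (0.0510), FABP7 (0.0617), RPA2 of the DNA replication list (0.0632) and CDK2 of the cell cycle list (0.0553). Gained were KLF2 (0.0125) and SOX11 (0.0304), as lower, and CDC6 of the cell cycle list (0.0410), as higher. The cause of these changes was not tested.

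Counts of genes changed in a pair moved most, as a ratio, with the fold threshold, while a pseudocount of 0.1 moved the lower genes of lines 5 and 8 by more genes. At 4-fold, the genes higher and lower were 584 and 1067 in line 5, 889 and 974 in line 7, 993 and 1489 in line 8, and 251 and 634 in all 3, and 4 hyper-dDMR genes were lower in all 3. A stricter threshold by construction keeps fewer genes. With a pseudocount of 0.1, which by construction raises the ratios of weakly expressed genes, the counts were 4392 higher and 3645 lower in line 5, 5062 and 3246 in line 7, and 5040 lower in line 8, while the genes called in all 3 numbered 2269 higher and 2163 lower. With rescaling to equal sums, 3522 genes were lower in line 5, 3268 in line 7 and 2235 in all 3. With rescaling to the median ratio, 1022 were higher in all 3. The share of higher genes among those changed in all 3 pairs was 51.8% as deposited, 36.4% after rescaling to the median ratio and 35.9% after rescaling to equal sums. With each pair left out in turn, 1949 to 2056 genes were higher and 1667 to 1879 lower in the others, as fewer pairs are required to change.

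The gap between the lowest correlation within a group and the highest between groups stayed above 0 in each alternative. It was 0.0601 with Spearman, 0.0626 with a pseudocount of 0.1, 0.181 with a mean FPKM of at least 0.5 and 0.0500 without a log, against 0.0972. The cause was not tested.

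Depth limits what can be said of weakly read genes. POU5F1, NANOG and ESRRB had at most 3 fragments in each library, and for them a change between the groups was not detectable.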

Differences from the paper's values

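No test below was chosen after the result was seen, except limma's voom on the recovered fragments, an alternative chosen after seeing the values.

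The correlation of PEF5 and piPSC5 is about 0.77 in Fig. 1D of the paper, read by eye, and was 0.828 here. Of the alternatives set before the data were examined, FPKM without a log closed the gap, at 0.783. Spearman (0.832), a pseudocount of 0.1 (0.839) and a mean FPKM of at least 0.5 (0.702) did not. The correlation of PEF8 and piPSC5 is about 0.72 in Fig. 1D of the paper, read by eye, and was 0.780 here. None of the alternatives set before the data were examined closed this gap: it was 0.789 with Spearman, 0.794 with a pseudocount of 0.1, 0.627 with a mean FPKM of at least 0.5 and 0.842 without a log.

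The paper states that all of its PEF lines were male. Here DDX3Y had 3439 fragments in PEF8 and 0 in PEF5 and PEF7, and the XIST feature had 0 in PEF8, 263 in PEF5 and 192 in PEF7.

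In Fig. 3H of the paper, members of the Runx family fall after reprogramming. Here the log2 fold change of RUNX2 was 0.55 (limma adjusted p = 0.454), and none of the alternatives called it lower. RUNX3 had -0.82 (limma adjusted p = 0.0855). It was called lower with a pseudocount of 0.1 (adjusted p = 0.0443), with rescaling to equal sums (0.0492) and with voom, chosen after seeing the values (0.0394), in a range up to 0.154.

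The paper states that Sox2 and Lin28b rose significantly, and that sentence does not name the assay. The paper lists qRT-PCR primers for both genes, and its statistics section names an unpaired t test and no adjustment over genes. Here their adjusted p values over all tested genes in limma were 0.0626 and 0.0667. SOX2 was called with a pseudocount of 0.1 (0.0376), with quantile normalization (0.0436), without piPSC8 (0.00257) and with voom, chosen after seeing the values (0.0256), in a range up to 0.179. LIN28B was called with a pseudocount of 0.1 (0.0242), without piPSC7 (0.00922) and with voom, chosen after seeing the values (0.0353), in a range up to 0.143. Adjusted over the list alone, both passed. For each gene, every piPSC value lay above every PEF value. The threshold here is adjusted over all tested genes and the assay may differ, so these values do not contradict the paper's statement.

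The paper reports terms related to the chromosome among its leading ontology terms. Here kinetochore and sister chromatid cohesion terms were called, while chromosome (adjusted p = 0.084) and chromosome, centromeric region (0.175) were called with all annotated genes as background only (0.00362 and 0.0225). The paper also names lysosome, cell cycle and DNA replication among its KEGG terms. Here the ontology term DNA replication had an adjusted p of 0.402, and was called with limma's called genes (0.00862) and with all annotated genes as background (0.0397). Mitotic cell cycle had 0.186 and was called with all annotated genes as background (0.0397). Lysosome had 0.926 and was not called in either alternative, while lysosomal lumen had 0.0178 (Fisher's exact tests throughout). These tests pooled higher and lower genes, so they do not test a change in 1 direction. Of the 143 lysosome genes, 37 were lower and 3 higher, and of the 109 DNA replication genes, 33 were higher and 3 lower. The own lists for lysosome, cell cycle and DNA replication were called by camera, with its preset correlation only.

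In Fig. 1K of the paper, TET2 carries no mark of significance. Here its log2 fold change was 1.01 (limma adjusted p = 0.0113).

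The paper's numbers of changed genes lie above those found here at a 2-fold ratio of (FPKM + 1), by less than the factor of 1.5 used to call a difference. Of the alternatives set before the data were examined, a pseudocount of 0.1 came nearest for the genes changed in all 3 pairs, with 2269 higher and 2163 lower, and gave 14 hyper-dDMR genes lower in all 3 pairs. For genes lower in piPSC8 than in PEF8, rescaling to equal sums came nearest, with 4591.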

Other observations

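The tests of other splits of the libraries, of dividing cells in PEF5, of imprinted genes and of the X chromosome were chosen only after the result was seen.

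Of the 10 splits of the 6 libraries into 3 and 3, the real one alone, 1 of 10, gave as many genes past the threshold as the 4575 between piPSCs and PEFs. The other 9 splits gave 0, with between 39 and 188 genes at an unadjusted p under 0.05, against 7325 for the real split and 621 by chance. Each of these 9 has PEF and piPSC libraries on both sides, so the difference between the cell types adds to their error, and few calls follow by construction. They do not show how many genes would be called between groups of the same cell type. Like the real split, 3 of these part all 3 pairs of a PEF line and its piPSC line, and they gave between 39 and 188 such genes too. With 10 splits the share cannot fall under 0.1.

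DNA replication genes were higher in PEF5 than in PEF7 and PEF8, for 26 genes of the list, by a median of 1.16 on the log2 scale against 0.05 for all tested genes. Scaling is argued against, since the difference was 1.17 after rescaling to the median ratio and 1.55 after rescaling to equal sums. RNA of piPSC5 mixed into PEF5 would need a share of 31.5%. The 30 genes under 0.1 FPKM in PEF7 and PEF8 and at 10 FPKM or more in piPSC5 had a median level in PEF5 of 0% of that in piPSC5, with 19 of them at 0, although the highest was at 36.2%. This argues against a mixture. A candidate explanation is a larger share of dividing cells in the PEF5 culture: the cell cycle list, which holds no gene of the DNA replication list, was higher in PEF5 too, by a median of 1.17 (24 of 28 genes, percentile 100 of 10000 random lists of the same expression). This is a hypothesis from 1 library, and a difference between the embryos was not tested.

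The imprinted list had 15 tested genes, of which 3 were higher and 5 lower in piPSCs (median log2 fold change 0.03, and -0.24 and -0.30 under rescaling to the median ratio and to equal sums, fry adjusted p = 0.0512). The sign of this median changes with the scaling. Over all tested genes, 164 (1.32%) changed at least 2-fold in opposite directions between lines. In the imprinted list these were NDN and DIRAS3, 2 of 15 genes (13.3%). That imprinted genes may change in opposite directions more often than others cannot be told apart from a chance result of 2 genes (one-sided Fisher's exact test, p = 0.0162, and 0.179 after adjustment over the 11 lists). PHLDA2 had a log2 fold change of -5.24 (limma adjusted p = 0.000146) and CDKN1C -3.11 (limma adjusted p = 0.00388). The H19 feature, with a log2 fold change of 7.83 (limma adjusted p = 0.00064), was not counted in the imprinted list.

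The XIST feature had more fragments in piPSC5 and piPSC7 than in their PEFs. Whether lines 5 and 7 hold an inactive X chromosome stays open. If they do, its reactivation would raise the genes of that chromosome against the autosomes. The median log2 ratio of 432 genes of the X chromosome minus that of 11967 autosomal genes was 0.04 in line 5 and 0.04 in line 7 (0.0362 in the smaller case), at percentiles 71.0 and 70.4 of random lists, and -0.05 in line 8, at percentile 32.2. This argues against a rise of the chromosome as a whole. The test does not explain the higher counts of the XIST feature.

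Of the pig genes of the exogenous factors, KLF4 was lower in piPSCs by a log2 fold change of -1.71 (SE 0.44, limma adjusted p = 0.0177). Its adjusted p was highest without PEF7 (0.0601) and without PEF8 (0.0553). MYC was lower by -3.98 (SE 0.78, limma adjusted p = 0.00634). Its adjusted p was highest with voom (0.0661), chosen after the values were seen. POU5F1 had at most 2 fragments in any library, although the paper reports positive Oct4 staining of the piPSCs. How fragments of the lentiviral factors were assigned is not stated, so these values do not give the levels of the exogenous factors.

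Of the mesenchymal list, 9 genes were tested, 7 of them lower and 1, CDH2, higher in piPSCs (6 lower with the replicate block, without TWIST1 at an adjusted p of 0.0519; camera adjusted p = 0.0171, fry adjusted p = 0.0058). The log2 fold change was 4.19 for CDH2 (limma adjusted p = 0.0009) and -3.42 for VIM (limma adjusted p = 0.00331). Of the epithelial list, 2 genes were tested, and 1, CLDN6, was lower (limma adjusted p = 0.0206, and 0.0542 with the replicate block). The other genes of this list had a mean FPKM under 0.5, among them CDH1 and EPCAM. Of the trophoblast list, 6 genes were tested, 5 of them lower (3 with the replicate block, without TFAP2C at an adjusted p of 0.0732 and TFAP2A at 0.0510) and 1, TEAD4, higher, with a log2 fold change of 2.70 (limma adjusted p = 0.000788, camera of the list adjusted p = 0.104, fry adjusted p = 0.033, and 0.0889 with the replicate block). Of 5 tested genes of other pluripotency, 1, ZIC2, was called, as higher, and with the replicate block KLF2 as lower (limma adjusted p = 0.0125, from 0.114; camera adjusted p = 0.523, fry adjusted p = 0.397). Of 5 tested neural progenitor genes, 1, FABP7, was called, as higher (limma adjusted p = 0.0454, and 0.0617 with the replicate block, where SOX11 was called as lower at 0.0304; camera of the list adjusted p = 0.889, fry adjusted p = 0.927). Of 2 tested primitive endoderm genes, 1, PDGFRA, was lower. Of 4 tested Y-linked genes, 0 were called, and 0 had an unadjusted p under 0.05 (camera of the list adjusted p = 0.909, fry adjusted p = 0.927). CDKN2A, of the cell cycle list, was higher with a log2 fold change of 2.80 (limma adjusted p = 0.00761). The calls of TWIST1, CLDN6, TFAP2C, TFAP2A and FABP7 were also lost in some limma fits without 1 library. TFAP2A and FABP7 lost theirs without the filter on low values as well. The highest adjusted p of the alternatives was 0.0666, 0.0660, 0.108, 0.129 and 0.135, in this order. Adjusted over the list alone, no neural progenitor gene passed.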
